# Long-Term Aberrations To Cerebellar Endocannabinoids Induced By Early-Life Stress

**DOI:** 10.1038/s41598-020-64075-4

**Published:** 2020-04-29

**Authors:** Alexandra B. Moussa-Tooks, Eric R. Larson, Alex F. Gimeno, Emma Leishman, Lisa A. Bartolomeo, Heather B. Bradshaw, John T. Green, Brian F. O’Donnell, Ken Mackie, William P. Hetrick

**Keywords:** Stress and resilience, Cerebellum

## Abstract

Emerging evidence points to the role of the endocannabinoid system in long-term stress-induced neural remodeling with studies on stress-induced endocannabinoid dysregulation focusing on cerebral changes that are temporally proximal to stressors. Little is known about temporally distal and sex-specific effects, especially in cerebellum, which is vulnerable to early developmental stress and is dense with cannabinoid receptors. Following limited bedding at postnatal days 2–9, adult (postnatal day 70) cerebellar and hippocampal endocannabinoids, related lipids, and mRNA were assessed, and behavioral performance evaluated. Regional and sex-specific effects were present at baseline and following early-life stress. Limited bedding impaired peripherally-measured basal corticosterone in adult males only. In the CNS, early-life stress (1) decreased 2-arachidonoyl glycerol and arachidonic acid in the cerebellar interpositus nucleus in males only; (2) decreased 2-arachidonoyl glycerol in females only in cerebellar Crus I; and (3) increased dorsal hippocampus prostaglandins in males only. Cerebellar interpositus transcriptomics revealed substantial sex effects, with minimal stress effects. Stress did impair novel object recognition in both sexes and social preference in females. Accordingly, the cerebellar endocannabinoid system exhibits robust sex-specific differences, malleable through early-life stress, suggesting the role of endocannabinoids and stress to sexual differentiation of the brain and cerebellar-related dysfunctions.

## Introduction

In humans, poor prenatal and early postnatal care is a major developmental stressor commonly found in low socioeconomic groups^1,2^. Such stress can affect neurodevelopment during critical periods of early life, greatly impacting both cognitive and behavioral outcomes in adulthood^3–8^. Many studies have examined the effects of stress on the cerebrum, such as the hippocampus, and found both neural and behavioral aberrations^9^. However, compelling evidence shows that the cerebellum, which is bidirectionally interconnected with vast regions of the forebrain^10–14^, is also profoundly affected by stress^15,16^.

## The Stress Response

Evidence suggests that developmental impairments in humans and rats are mediated by poor regulation of homeostatic systems as a function of early-life stress^17,18^. One such homeostatic mechanism is the stress response. Stress typically results in hypothalamic release of corticotropin releasing hormone (CRH), which stimulates the pituitary gland to secrete adrenocorticotropic hormone (ACTH) and, in turn, prompts the adrenal cortex to release cortisol (or the rat homologue corticosterone; CORT). CORT enters the bloodstream and acts on various nervous system targets, which provides negative feedback on the hypothalamic-pituitary-adrenal (HPA) axis, including the hypothalamus. CORT binds to glucocorticoid receptors in hypothalamic paraventricular nucleus (PVN) neurons, a process that ultimately suppresses the HPA axis by inhibiting the continued release of glutamate. The endocannabinoid system plays an important role in this regulation^19,20^.

## Endocannabinoid Regulation of Stress

Recent studies indicate that stress may increase risk for the varied detrimental effects of exogenous cannabinoids like Δ9-tetrahydrocannabinol (THC)^21^. Accordingly, it seems imperative to understand the vulnerability that stress imparts on neural systems. Heavily integrated into the stress response system is the endogenous cannabinoid (endocannabinoid) system. Once CORT has activated post-synaptic glucocorticoid receptors, those receptors signal the production of endocannabinoids, such as 2-arachidonoyl glycerol (2-AG) and *N*-arachidonoyl ethanolamine (anandamide; AEA). Endocannabinoids primarily act in a retrograde manner, signaling at presynaptic receptors to modulate synaptic transmission and the stress response^20^. CB_1_ cannabinoid receptors (CB1Rs) are present at high levels in the prefrontal cortex, hippocampus, and cerebellum, modulating transient and long-lasting forms of synaptic plasticity^22,23^ and the stress response^24^. CB1Rs are more abundant in early life as the endocannabinoid system undergoes significant remodeling and refinement, suggesting that this system is particularly vulnerable during this time of plasticity^25^.

Just as there are widely known sex differences in the stress response system along the HPA axis, including basal CORT levels, stress responsivity, and glucocorticoid receptors^26^, there is emerging evidence of sex differences in the endocannabinoid system. For example, in the hippocampus, there appears to be more CB1R protein in males than females, though females tend to show higher CB1R G-protein activation from endocannabinoids, suggesting more efficient coupling of CB1Rs in females^25^. These sex differences in the cannabinoid system may be important for key sex differences observed in behavior following stressors. Early-life stress affects the endocannabinoid system by (a) decreasing CB1Rs in adulthood in males^27^ across cerebral regions such as striatum, prefrontal cortex, and amygdala as concluded through [^3^H]CP55,940 binding and mRNA expression, though findings in females have been mixed^28^, and (b) increasing gene expression for endocannabinoid degradation enzymes in frontal cortex, striatum, hippocampus, and amygdala^29^, though surprisingly these effects have not been studied in the cerebellum. Although endocannabinoids have not been thoroughly investigated in the cerebellum, males have been shown to exhibit increased cerebellar 2-AG compared to females^30^.

## Neural Vulnerability to Stress

Perhaps unsurprisingly, neural regions highly sensitive to stress are also dense with endocannabinoid receptors. The hippocampus, which has received substantial attention in this field, is well known for its association with the formation of declarative and spatial memories. Hippocampal memory formation appears to be highly susceptible to stress, likely due to its numerous inhibitory connections with the HPA axis^31,32^. Moreover, the hippocampus manifests one of the highest affinities for cortisol binding^33,34^. Human studies indicate that early-life stress is associated with decreased hippocampal volume and activation^5,35,36^. Similarly, animal models of stress exhibit dendritic atrophy and impaired stress-hormone receptor binding and expression^37^ as well as delayed milestones for dentate gyrus development^38^ in the hippocampal formation following limited bedding. The hippocampus’s role in memory formation and linkage with the HPA axis may explain the array of impairments common to early-life stress and the development of psychopathology^39^.

Another region dense in CB1Rs is the cerebellum, which has traditionally been understudied in the stress literature. What little evidence exists regarding the sensitivity of this region to stress is compelling. The cerebellum undergoes cellular differentiation even into 2 years of age in humans or 3 weeks in rats, with continued proliferation, development, and reorganization occurring well into adolescence and young adulthood, and is likely vulnerable to early-life experiences during this time^40^.

Research in human populations has indicated that developmental insults, including preterm birth^41,42^ and early-life maltreatment^43–45^, are related to impairments in cerebellar development, findings which have been corroborated in animal models^15^. For example, Llorente and colleagues^46^ found that early-life stress induced cerebellar neuronal degeneration in adult rats, most prominently in males, that experienced this stressor as pups^46^. Wilber and colleagues^47^ revealed an increased number of glucocorticoid receptors within the cerebellar interpositus nucleus after a maternal deprivation early-life stress paradigm that was correlated with a marked behavioral deficit in delay eyeblink conditioning (EBC), a cerebellar-dependent task^47–49^. Thus, early-life stress appears to meaningfully impact the cerebellum, its development, and its associated learning processes.

In addition to the interpositus nucleus, EBC requires cerebellar cortex near the base of the primary fissure. Cerebellar cortex is critical for other cognitive functions, creating closed-loop circuits with prefrontal cortex and other cerebral areas that may allow for cerebellum to modulate higher-order functions^50,51^. For example, Crus I has been linked to cognitive flexibility^52^, perceptual decision-making^53^, and social behaviors^54^.

Chronic stress across the life span remodels the hippocampal endocannabinoid system, by increasing 2-AG, which has been linked to increased CORT^20^. However, despite the abundance of cannabinoid receptors in the cerebellum and clear evidence of its susceptibility to stress, it remains unknown how early-life stress impacts cerebellar endocannabinoids. Further, it has been suggested that neurodevelopmental changes following early-life stress may not be detectable until adulthood^55,56^, which brings into focus the importance of studying long-term effects of early-life stress. The current study, for the first time, concurrently examined the effects of early-life stress on endocannabinoids in the hippocampus and cerebellum, both of which are nodes of endocannabinoid signaling and vulnerable to early-life stress.

Here, a naturalistic rat model of maternal stress, limited bedding, was used to test the hypothesis that early-life stress results in long-term changes in the cerebellar endocannabinoid system. Given the amplification of the stress response during this critical early-life period of cerebellar and endocannabinoid system development, as measured by CORT, it was predicted that early-life stress would down-regulate endocannabinoids in adulthood as measured by lipid analysis. Similarly, it was expected that cerebellar cortex and dorsal hippocampus would both show changes in key endocannabinoids, including increased 2-AG and decreased AEA, as has been shown in hippocampal studies of early-life stress, with accompanying changes to cannabinoid-related mRNA. At baseline, females were expected to have lower endocannabinoid and higher CORT levels compared to normally reared males, following previously reported sex differences. Stressed animals were also expected to exhibit impairments in key behavioral processes including recognition memory and social preference, based on previous studies^57^. Moreover, these behavioral differences were not expected to be due to an anxiety phenotype (assessed via elevated plus maze) or gross cerebellar dysfunction (assessed via rotarod). Overall, these predictions form a direct test of the model that early-life stress induces vulnerability of a portion of the cerebellar-endocannabinoid network, with implications for long-term, aberrant behavioral outcomes.

## Methods

All experimental protocols involving rats were approved by the Indiana University Bloomington IACUC. All methods were carried out in accordance with relevant guidelines and regulations for care and use of laboratory animals.

### Animals

Timed-pregnant Long-Evans rats (Envigo, Indianapolis, IN) arrived at gestational day 14. Dams were individually housed in polypropylene cages (26.67 cm × 48.26 cm × 20.32 cm) in a 12:12-hour light-dark cycle (6:00 lights on, 18:00 lights off) and temperature-controlled (22.8 °C) vivarium. Food and water were provided ad libitum. Bedding was changed once per week. Rats were checked every 12 hours surrounding the expected date of birth. Day of birth was designated P0. At P2, animals were randomly cross-fostered, and cages were sex-balanced.

### Limited Bedding Stressor

At P2, all cages were changed. Half of the cages were randomly selected to undergo the limited bedding manipulation. Limited bedding cages contained a wire mesh insert (Plastic-coated aluminum mesh, 0.4 cm × 0.9 cm, McNichols Co., Tampa, FL) that was fitted 2.5 cm above the cage floor (cf.^57^). The mesh allowed the passage of excrement to the bedding material below the mesh. Additionally, limited bedding cages were given half of a paper towel square (13.97 cm × 27.94 cm) for the dam to use as nesting material. Normal rearing cages were given a full paper towel square and standard access to bedding material. All cages were left undisturbed from P2-9. On P10, all animals were transferred to clean, standard caging. All animals were reared normally from this point forward. At P21 pups were weaned into treatment- and sex-matched cages of 3–4 animals.

### Plasma Corticosterone Quantification

To assay acute and long-term changes in basal stress, plasma corticosterone levels were quantified using trunk blood. Animals were sacrificed at P8 (during the stressor) using rapid decapitation only and P70 (adulthood) using isoflurane then rapid decapitation immediately after anesthetization (1–2 minutes) as determined with a tail, foot, and ocular check. Procedures occurred between the hours of 9:00 (3 hours after the start of the light cycle) and 11:00. This is at the lower end of the circadian CORT cycle in both males and proestrus females^58^. After decapitation, trunk blood was collected in 1.5 mL Eppendorf tubes with 1 μL of liquid heparin (1 000 USP/mL) to prevent clotting and immediately frozen at −80 °C. Samples were shipped to Cayman Chemicals for quantification via ELISA (sensitivity 30 pg/mL; intra-assay variation 2–18%).

### Endocannabinoid Quantification

Upon sacrifice at P70, neural tissue was harvested, frozen, and sectioned using a 1 mm coronal sectioning block (BrainTree Scientific). Two-millimeter round punches were taken across three adjacent sections of the interpositus (IP) nucleus and Crus I of the cerebellum and dorsal hippocampus. Punches were flash frozen using liquid nitrogen and stored at −80 °C. To extract and partially purify lipids from these tissues, samples were processed by the Bradshaw Lab of Lipid Neuroscience at Indiana University Bloomington as previously described (cf.^59^).

26 lipids from the broader endocannabinoid lipidome, including AEA, its lipoamine structural analogs (e.g., *N*-palmitoyl ethanolamine), 2-AG, its 2-acyl glycerol structural analogs (e.g. 2-linoleoyl glycerol), associated free fatty acids, and prostaglandins were quantified in tissue extracts from a single hemisphere using high-performance liquid chromatography coupled with tandem mass spectrometry (HPLC/MS/MS). Lipid concentrations were normalized to sample mass prior to statistical analysis. Group comparisons were performed via one-way ANOVAs, correcting for multiple comparisons.

### mRNA Analysis

Two-millimeter round punches from the corresponding hemisphere used for lipid analysis were taken across three adjacent sections of the IP nucleus. Tissue samples were immediately homogenized in Trizol in preparation for mRNA isolation. Purification (QIAGEN RNeasy Plus Mini Kit) yielded 20 μL of RNA, which was quantified using Nanodrop and assessed for integrity via an Agilent 2100 Bioanalyzer. Three samples were eliminated due to low RNA integrity (RIN < 5). Samples were processed, run, and analyzed by the Indiana University School of Medicine Genomics Core Facility as described below.

A library was prepared using KAPA mRNA Hyperprep Kit (KK8581). Sequencing was performed using Illumina HiSeq 4000 sequencing and deemed good quality (95% Q30, 76% Cluster Density, 367 M reads/lane). Alignment and mapping also yielded acceptable quality (85.5% uniquely mapped reads, average 49.4% mapped onto gene). Differential expression analyses were performed using treatment and sex as primary factors and corrected for multiple comparisons.

### Behavioral Assessment

Pups were assessed on four behavioral tasks in young adulthood. At P46, all rats underwent 3 consecutive days of handling and familiarization to the testing room. Behavioral testing continued from P50-70. Thirty rats underwent Novel Object Recognition (NOR), then Rotarod. 44 rats underwent NOR, followed by Social Preference, then Elevated Plus Maze (see Fig. 1C–F for group sizes). All testing occurred between 9:00–13:00.

**Figure 1:**
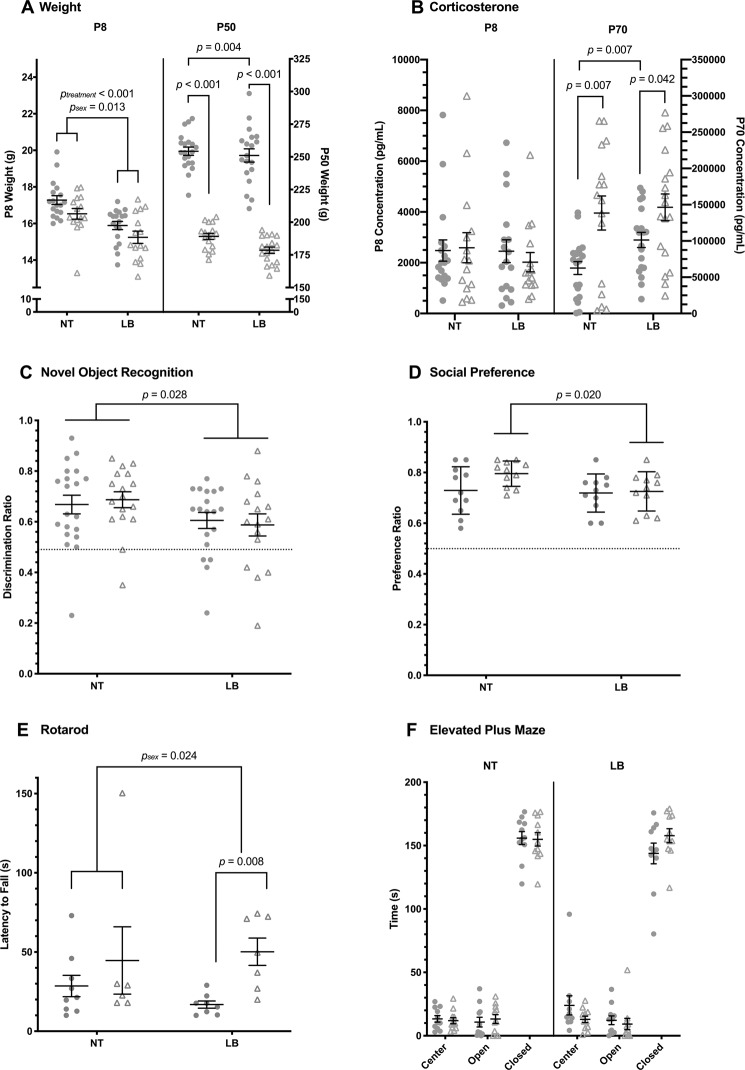
Behavioral data. (**A**) Weight across treatment groups (NT = no treatment; LB = limited bedding) at postnatal day 8 (P8, •=male [N = 18 NT, 18 LB], △=female [N = 15 NT, 15 LB]) and P50 (male N = 20 NT, 19 LB; female N = 17 NT, 18 LB) with individual points plotted for individual animals. (**B**) Corticosterone concentration at P8 (male N = 18 NT, 17 LB; female N = 15 NT, 15 LB) and P70 (male N = 20 NT, 19 LB; female N = 16 NT, 18 LB). (**C**) Discrimination ratio from novel object recognition across treatment groups (male N = 20 NT, 19 LB, female N = 17 NT, 16 LB). Dotted line (y = 0.5) indicates no preference, with animals above showing preference for the novel object and animals below showing preference for the familiar. (**D**) Preference ratio from social preference test (N = 11/group/sex). Dotted line (y = 0.5) indicates no preference, with animals above showing preference for the novel partner and animals below showing preference for the novel object. (**E**) Latency to fall during rotarod task (male N = 9 NT, 8 LB; female N = 6 NT, 7 LB). (**F**) Time spent in open, closed, and center arms of elevated plus maze (N = 11/group/sex).

#### Novel Object Recognition (NOR)

Following handling, rats were familiarized to the NOR apparatus (15 minutes daily for 3 days) which included a clear Plexiglas box (50 × 50 cm base, 40 cm height; open top). During the testing day, rats were first given 10 minutes under red light to explore two identical objects located in adjacent corners of the testing apparatus. Rats were then returned to their home cage in the housing colony for a one-hour delay, after which they were placed back into the apparatus, under red light, for the test trial. One object from previously (“familiar”) and one novel object were located in adjacent corners of the box. Rats were given 5 minutes to explore. Blinded raters scored the first 3 minutes of the test trial for time spent interacting with the familiar and novel objects. A discrimination ratio was calculated (time spent with novel object/time spent with novel and familiar object) to quantify recognition memory.

#### Social Preference

Rats were exposed to a novel sex- and weight-matched rat restrained within a wire mesh box (11 × 11 × 19 cm) and novel object covered by a wire mesh box in adjacent corners of the same apparatus as used for NOR (clear Plexiglas box; red light) and in the same testing room to which they were previously familiarized. Blinded raters scored 3 minutes of interaction for time spent engaging with the rat (i.e., social) or object (i.e., non-social). A social preference ratio was calculated (time spent with novel rat/time spent with novel object and rat).

#### Rotarod

Following 3 days of familiarization to the apparatus (IITC Life Sciences, Roto-Rod Series 8), rats were placed on the center rod and allowed to move freely as the velocity increased from a starting point of 4 RPMs by 7.2 RPMs. Testing occurred under low light (100 lux at equipment surface). Latency to fall was measured for each rat by a sensor within the apparatus.

#### Elevated Plus Maze (EPM)

The apparatus consisted of two open and two closed, elevated arms (each 30 cm long). Rats were placed in the center of the platform facing an open arm and allowed 3 minutes to explore under low light (100 lux at equipment surface). Raters blinded to experimental group scored time spent in open arms, closed arms, and the center.

### Statistical Analyses

Using SPSS (25.0, IBM Corporation), 2-Way ANOVAs were used to assess main and interaction effects of treatment and sex on corticosterone, lipid, and behavioral outcomes. ANOVAs were followed by exploratory post-hoc t-tests for trending findings (i.e., p > 0.050 to p < 0.075) to clarify the driving factors of such effects.

## Results

### Weight

At P8, significant main effects of sex (F(1,62) = 6.53, *p* = 0.013, ηp² = 0.095) and treatment (F(1,62) = 24.68, *p* < 0.01, ηp² = 0.996) were observed, but no interaction effects were found (Fig. 1A). A significant main effect of sex (F(1,70) = 384.49, *p* < 0.01, ηp² = 0.846) and trending main effect of treatment (F(1,70) = 3.86, *p* = 0.053, ηp² = 0.052) were observed in adulthood (P50), with females weighing less than males, as expected, and limited bedding rats weighing less than normally reared rats, driven by the female group (t(33) = 3.12, *p* = 0.004).

### Plasma Corticosterone Quantification and Analysis

Consistent with the literature, a main effect of sex (F(1,69) = 15.094, *p* < 0.001, ηp² = 0.179) was observed at P70, with females exhibiting higher CORT levels compared to males (Fig. 1B). At P70, males exhibited a significant treatment effect on systemic CORT such that limited bedding males had increased CORT concentrations compared to normally-reared males (t(37) = −2.836, *p* = 0.007, d = 0.907). No sex or treatment effects were observed at P8. Rats had significantly higher concentrations of systemic CORT at P70 than P8 (F(1,130) = 176.566, *p* < 0.001, ηp² = 0.576).

### Endocannabinoid Quantification

Despite standardized tissue extraction volumes, sample mass showed significant sex differences in cerebellar regions (Supplementary Tables 1 and 2). Between-group effects were observed in Crus I (F(3,26) = 5.74, *p* = 0.004) with post-hoc, LSD-corrected comparisons revealing that normally reared females exhibited smaller mass compared to normally reared males (*p* = 0.001) and in IP (F(3,26) = 8.06, *p* = 0.001), with normally reared females having smaller mass than normally reared males (*p* = 0.02) and limited bedding females having smaller mass than limited bedding males (*p* = 0.001) in the IP nucleus. Since all lipid concentrations were normalized to sample mass, these differences did not impact further analyses and interpretations of regional lipids.

Endocannabinoid levels in Crus I of the cerebellum showed a baseline sex difference (Fig. 2, Supplementary Table 1): control females exhibited significant decreases in *N*-stearoyl ethanolamine, *N*-oleoyl ethanolamine, and *N*-linoleoyl ethanolamine (LEA) accompanied by increases in *N*-palmitoyl glycine (P-Gly), *N*-docosahexaenoyl glycine (D-Gly), 2-AG, and prostaglandin F2_α_ (PGF_2α_) compared to control males. Endocannabinoid levels in Crus I were significantly impacted by stress in females only, with stressed females exhibiting decreased D-Gly and 2-AG compared to normally-reared females. Accordingly, stressed females had significantly increased P-Gly and significantly decreased 2-linoleoyl glycerol (2-LG) and linoleic acid.

**Figure 2:**
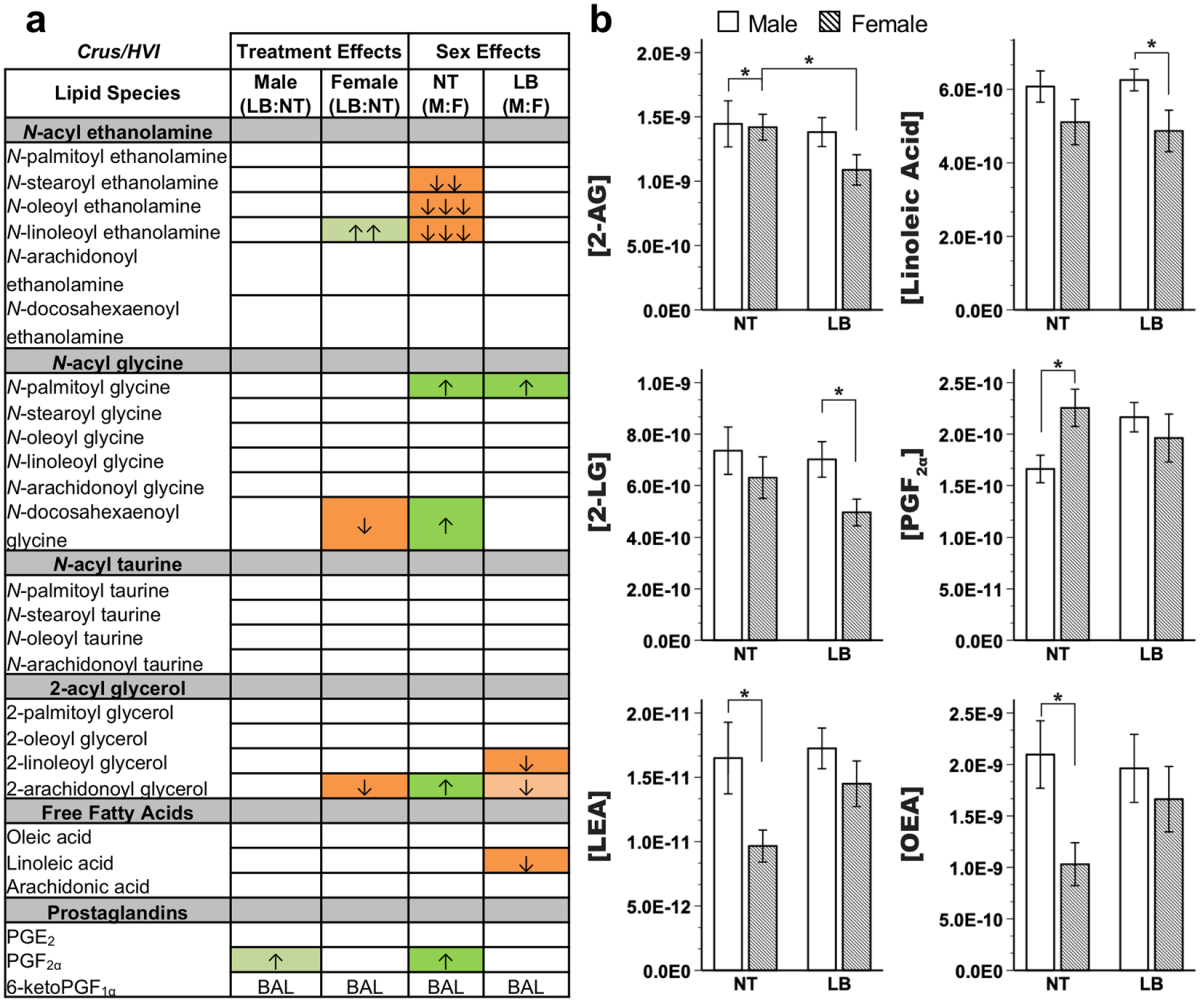
Endocannabinoid and related lipid quantification for the cerebellar Crus I region. (**a**) Effects for all measured lipids. Columns represent treatment and sex-specific effects, showing changes to the limited bedding group in relation to the no treatment group (LB:NT) or changes in males in relation to females (M:F). Number of arrows represents fold-change: up-arrow (green) is increase, down-arrow (orange) is decrease; ↑ = 0-0.49-fold change, ↑↑ = 0.5–0.99-fold change, ↑↑↑ = 1–1.49-fold change. Color scheme represents significance, with full colors indicating significance at LSD-corrected *p* < 0.05 and shaded colors indicating a trending significance. BAL = below analytical limits. (**b**) Specific effects on lipids of interest. Y-axis indicates concentration of lipid of interest while x-axis represents limited bedding (LB) and no treatment (NT) groups. OEA = *N*-oleoyl ethanolamine, LEA = *N*-linoleoyl ethanolamine. *LSD-corrected *p* < 0.05.

Striking sex and treatment differences were observed in cerebellar IP endocannabinoid levels (Fig. 3, Supplementary Table 2). At baseline, females exhibited decreases in LEA, *N*-arachidonoyl taurine (A-Taur), linoleic acid, arachidonic acid (AA), and prostaglandin E_2_ (PGE_2_) compared to control males. Contrary to Crus I, treatment effects on endocannabinoids were only present in males. Stress significantly decreased 2-AG and AA in males compared to control males. In females, stress significantly increased PGE_2_. Consistent with these differences, stressed females had significantly decreased LEA and A-Taur and increased *N*-oleoyl glycine, 2-AG, and PGE_2_.

**Figure 3:**
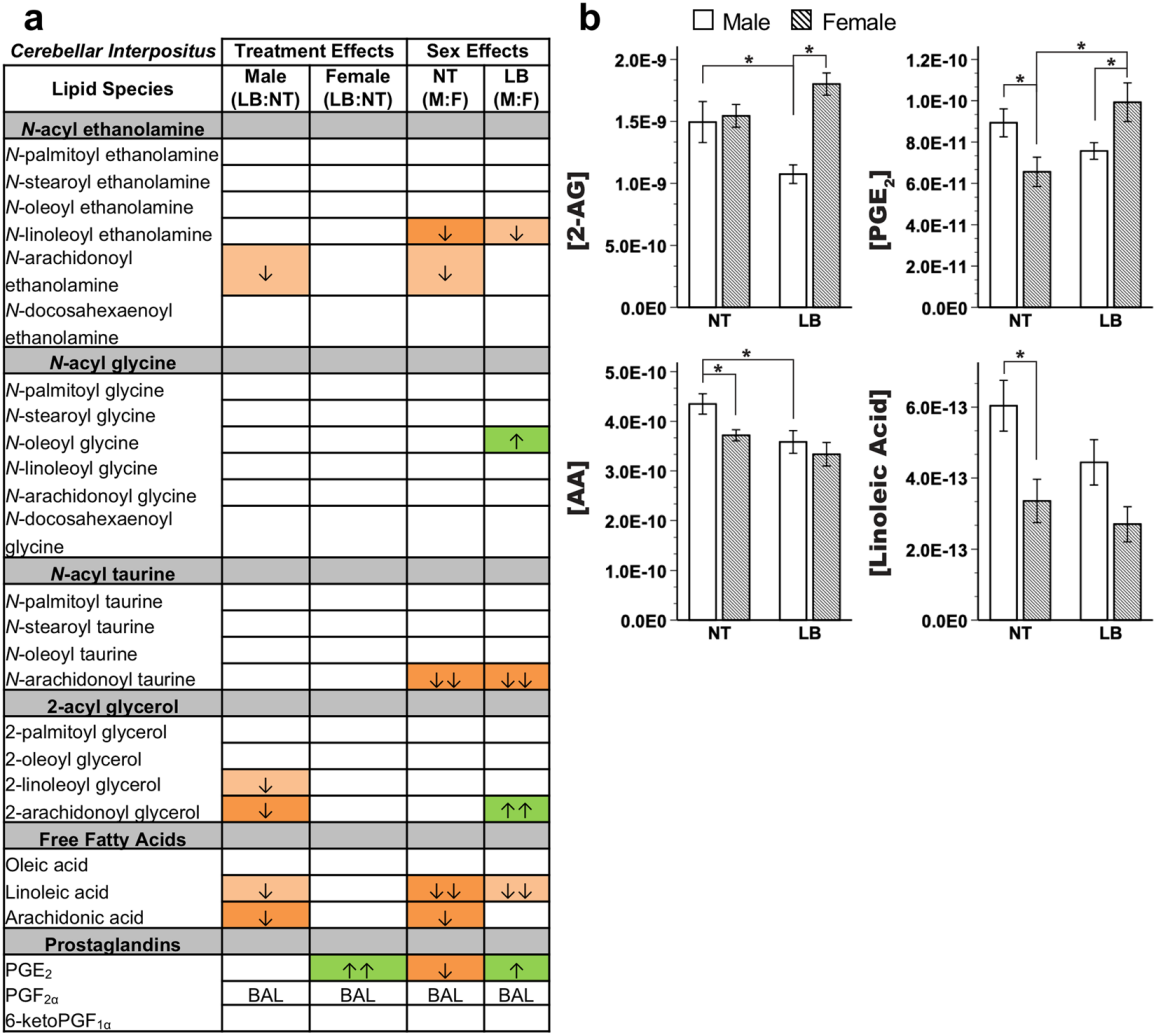
Endocannabinoid and related lipid quantification for the cerebellar interpositus (IP) region. (**a**) Effects for all measured lipids. Columns represent treatment and sex-specific effects, showing changes to the limited bedding group in relation to the no treatment group (LB:NT) or changes in males in relation to females (M:F). Number of arrows represents fold-change: up-arrow (green) is increase, down-arrow (orange) is decrease; ↑ = 0–0.49-fold change, ↑↑ = 0.5–0.99-fold change. Color scheme represents significance, with full colors indicating significance at FDR corrected *p* < 0.05 and shaded colors indicating a trending significance. BAL = below analytical limits. (**b**) Specific effects on lipids of interest. Y-axis indicates concentration of lipid of interest while x-axis represents limited bedding (LB) and no treatment (NT) groups. *LSD-corrected *p* < 0.05.

In dorsal hippocampus (Fig. 4, Supplementary Table 3), control females showed significantly decreased 2-oleoyl glycerol, 2-LG, and 2-AG and increased PGF_2α_ levels compared to control males. Stressed females had significantly elevated 2-palmitoyl glycerol and 2-LG compared to stressed males. Treatment effects were only present in males, with stressed males exhibiting significantly increased PGE_2_ and PGF_2α_ compared to normally reared males.

**Figure 4:**
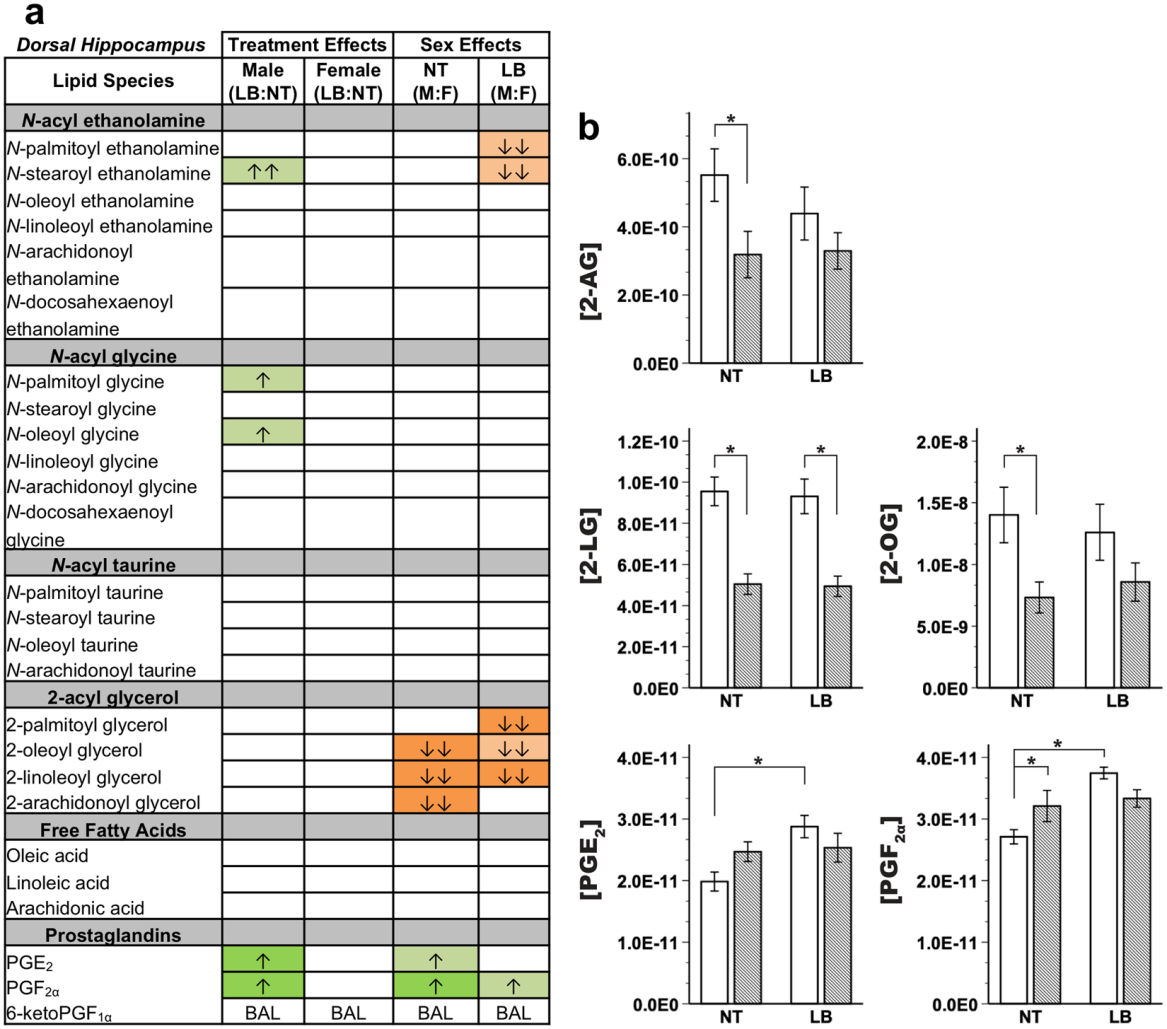
Endocannabinoid and related lipid quantification for the dorsal hippocampus region. (**a**) Effects for all measured lipids. Columns represent treatment- and sex-specific effects, showing changes to the limited bedding group in relation to the no treatment group (LB:NT) or changes in males in relation to females (M:F). Number of arrows represents fold-change: up-arrow (green) is increase, down-arrow (orange) is decrease; ↑ = 0-0.49-fold change, ↑↑ = 0.5-0.99-fold change. Color scheme represents significance, with full colors indicating significance at LSD-corrected *p* < 0.05 and shaded colors indicating a trending significance. BAL = below analytical limits. (**b**) Specific effects on lipids of interest. Y-axis indicates concentration of lipid of interest while x-axis represents limited bedding (LB) and no treatment (NT) groups. *LSD-corrected *p* < 0.05.

### mRNA Analysis

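The mRNA data came from tissue punches of the cerebellar interpositus nucleus (IP) of Long-Evans rats taken on postnatal day 70. Rats had been reared normally (no treatment, NT) or with limited bedding (LB), in which dam and litter had little nesting material from postnatal day 2 to 9. The authors aligned the sequenced reads to the rn6 rat genome, counted them on genes and deposited the raw counts, without normalization. The counts came from 5 NT females, 7 NT males, 7 LB females and 8 LB males. Total counts per animal ranged from 14846870 to 19726889 (median 17613482) in NT females and from 11836684 to 18351798 (median 14442767) in NT males. They ranged from 13672167 to 19942764 (median 16997334) in LB females and from 14271921 to 24169170 (median 15717756) in LB males. Normalization for library size used the TMM method of edgeR, and normalized counts are given as CPM. Genes with enough counts for a test, by the filterByExpr function of edgeR, numbered 12107. All 27 animals entered 1 model with the 4 groups, which was tested with the quasi-likelihood test of edgeR. P values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. A log2 fold change is positive when expression was higher in males or in LB rats. The sex labels were checked with the Y-linked gene Eif2s3y, which had between 516 and 1842 counts in males and at most 3 counts in females. Animals whose sample titles share all but the last digit were all of the same sex and treatment, so a difference between such sets of animals cannot be told apart from a difference by sex or treatment.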

Transcriptomics for this analysis are deposited in NCBI’s Gene Expression Omnibus^60^ and are accessible through GEO Series accession number GSE139953 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139953).

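Between all males and all females, 3546 genes (29.3% of those tested) had an adjusted p under the threshold, 2050 with higher expression in males and 1496 with higher expression in females. Between NT males and NT females 1840 genes (15.2%) passed, 1225 higher in males and 615 higher in females. Between LB males and LB females 30 genes (0.248%) passed, 25 higher in males and 5 higher in females. At an unadjusted p under 0.05 there were 4004 genes in NT and 2053 in LB. Both treatments shared 14 genes, all with the same direction, where 4.56 would be shared by chance (one-sided Fisher's exact test across genes, p = 4.36e-05). Genes are not independent replicates. The difference between the treatments was tested as the interaction of sex and treatment, for which 0 genes passed and 570 had an unadjusted p under 0.05. The NT count moved most when animals with a shared beginning of the sample title were modelled as a block, which left 2 genes. The share of the NT genes that were higher in males was 49.5% with limma-voom and 47.5% with surrogate variables. Over all animals this share was 47.2% with the block and 66.7% with upper-quartile normalization. With a score of meningeal marker genes as a covariate, chosen after seeing the data, 23 genes passed in NT and 3 in LB. Every LB male scored above every LB female, so this covariate cannot be separated from sex in LB. The LB count moved most without LB female 5022, to 1046 genes.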

Of the 11 865 genome-wide genes evaluated, 3 009 (25.4%) had significantly different (FDR-corrected *p* < 0.05) mRNA expression between all males and females; specifically, 2 057 (17.3%) significantly differed between normally reared males and females and 260 (2.2%) differed between limited bedding males and limited bedding females, with 169 (1.4%) overlapping (see Fig. 5a). Minimal treatment differences were observed, with 2 (0.02%) genes differing between all limited bedding and normal rearing animals; specifically, 5 (0.04%) significantly differed between normally reared and limited bedding males and 4 (0.03%) differed between normally reared and limited bedding females, with no overlap. 

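Over all animals 1 gene differed between LB and NT, in males 0 genes and in females 1 gene. At an unadjusted p under 0.05 there were 1804 genes over all animals, 1211 in males and 961 in females. The gene was Itgb4 in both cases (integrin subunit beta 4; chromosome 10 of rn6, 104524000 to 104560180, 42 exons). Its normalized count was 4.71 ± 1.28 CPM (SD, n = 5) in NT females and 0.794 ± 0.313 CPM (SD, n = 7) in LB females. The log2 fold change in females was -2.55 (standard error 0.328, adjusted p = 0.000264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 7 of 7 LB females were below every NT female. In males the normalized counts were 5.18 ± 2.26 CPM (SD, n = 7) in NT and 2.89 ± 1.23 CPM (SD, n = 8) in LB. The log2 fold change in males was -0.85 (standard error 0.276, adjusted p = 0.462 from the same test). For Itgb4 the interaction of sex and treatment had an adjusted p of 1 from the same test. A score of meningeal marker genes was also lower in LB females than in NT females, by a difference of -0.304 on the log2 scale (exact two-sided permutation test, p = 0.0253, adjusted p = 0.152 over 60 tests). With this score as a covariate in edgeR, chosen after seeing the data, the log2 fold change of Itgb4 in females was -2.00 (adjusted p = 0.0117), and over all settings that kept every animal of the comparison the adjusted p ranged from 7.63e-10 to 0.0256. The count over all animals moved most without LB female 8021, to 330 genes.

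**Figure D1:**
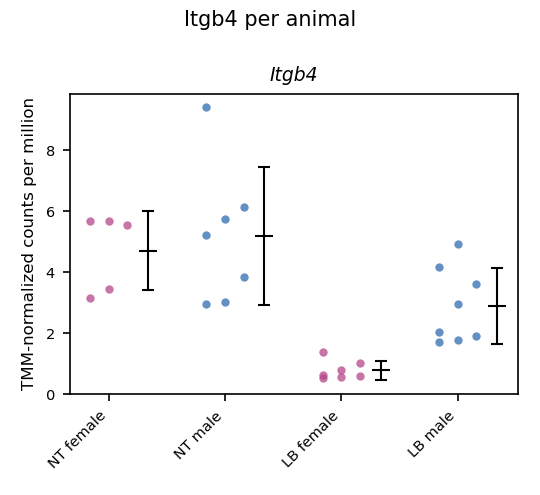
TMM-normalized counts of Itgb4 in CPM for each animal (points) in the 4 groups, with the group mean and SD. The LB females lie between 0.543 and 1.38 CPM and the NT females between 3.15 and 5.69 CPM.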

All genes significantly differing between normally reared and limited bedding males overlapped with genes significantly differing between normally reared males and females. 

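No gene passed the threshold between NT and LB males, so 0 genes were shared with the sex difference in NT. With DESeq2, 3 genes passed between NT and LB males, and 3 of them also differed between NT males and NT females. With a likelihood ratio test in edgeR, chosen after seeing the data, 5 genes passed and 5 of them were shared.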

Two genes significantly differing between normally reared and limited bedding females overlapped with genes significantly differing between limited bedding males and females.

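The gene that passed between NT and LB females, Itgb4, also differed between LB males and LB females. Its log2 fold change between LB males and LB females was 1.85 (standard error 0.304, adjusted p = 0.00344 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 8 of 8 males above every female. Between NT males and NT females it was 0.14 (standard error 0.31, adjusted p = 0.77 from the same test). With the meningeal score as a covariate in edgeR, chosen after seeing the data, Itgb4 did not pass between LB males and LB females (adjusted p = 1), nor with the title prefix as a random block in limma-voom (adjusted p = 0.26), and over all settings that kept every animal of the comparison the adjusted p ranged from 7.84e-06 to 1. The meningeal score of 8 of 8 LB males was above that of every LB female, so this covariate cannot be separated from sex in LB. With DESeq2 6 genes passed between NT and LB females and 3 of them were shared with the sex difference in LB.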

**Figure 5:**
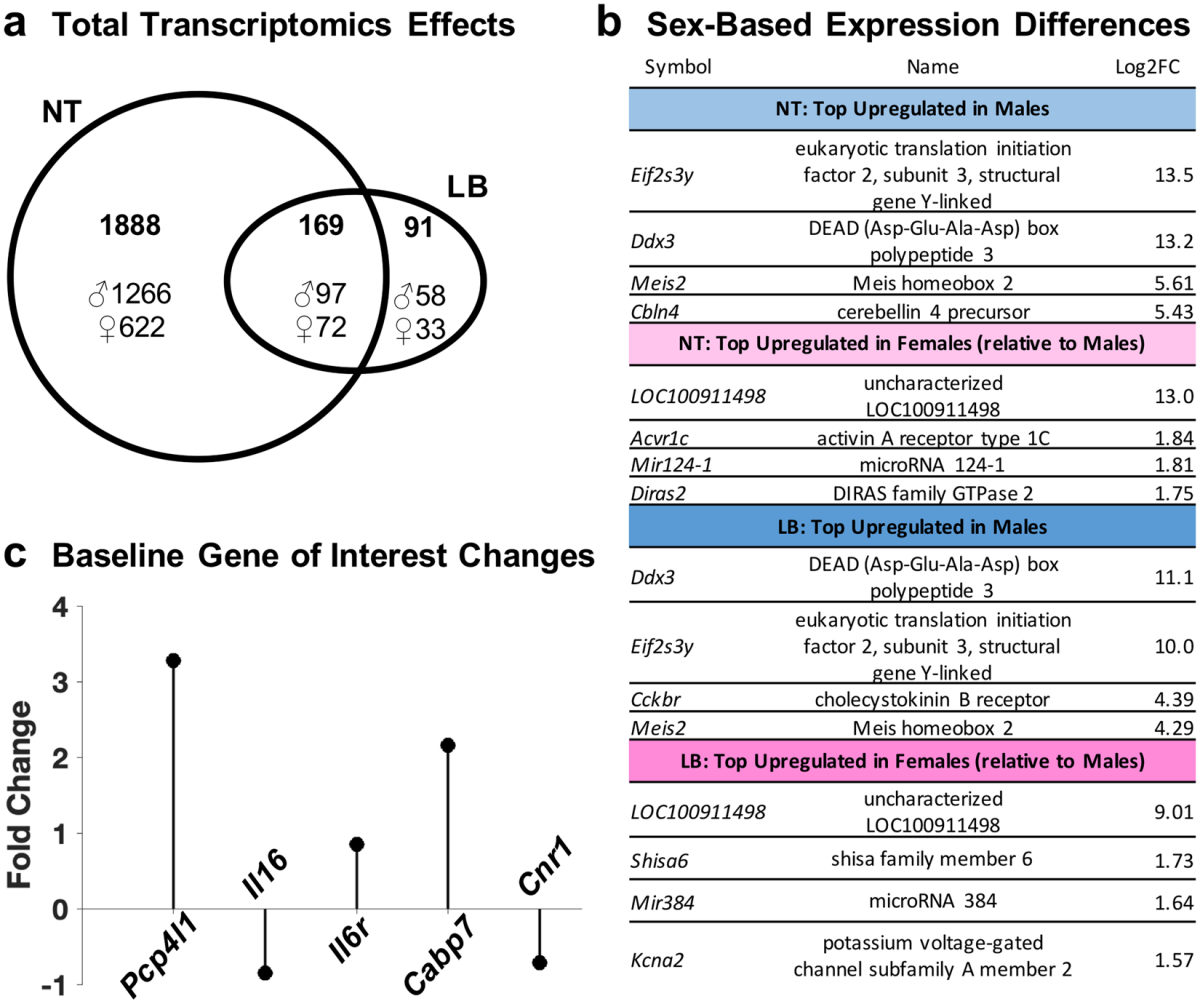
Summary of transcriptomics data for the cerebellar interpositus region. (**a**) Venn diagram depicting the number of genes significantly differing by sex within the no treatment (NT) or limited bedding (LB) groups and those impacted genes that are common between the two treatment groups. Top number in **bold** indicates the total number of genes changed, with ♂ and ♀ indicating number of genes upregulated in males and upregulated in females, respectively, as evidenced by log2 fold change data. (**b**) List of top upregulated genes in males and females within each treatment group based on the largest magnitude significant difference in expression, reported as log2 fold change (Log2FC). (**c**) Diagram depicting baseline significant expression differences (fold-change for five genes of interest, due to the relevance to the interpositus or cannabinoid system) between no treatment males and no treatment females. Positive values indicate upregulation in males while negative values indicate upregulation in females.

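Of the genes differing by sex in NT, 1826 were not called in LB, 1215 of them higher in males and the others higher in females. Of those differing by sex in LB, 16 were not called in NT, 15 higher in males and 1 higher in females. The shared genes comprised 10 higher in males and 4 higher in females. Leaving out Eif2s3y, Ddx3 and LOC100911498, 1785 of 1837 genes called in NT (97.2%) had the same direction in LB. The median ratio of the LB to the NT log2 fold change was 0.483 over these genes, which were chosen by their difference in NT.
In NT, the Y-linked genes Eif2s3y (914062 to 933699) and Ddx3 (1219001 to 1238420) had 0 counts in every female. Against the smallest detectable level of 3 counts they were at least 529-fold and 433-fold higher in males, although NT male 3113 had the lowest values of the NT males for both. Meis2 and Cbln4 were higher in NT males, with log2 fold changes of 5.59 (standard error 1.35) and 5.44 (standard error 1.44) and adjusted p of 0.0132 and 0.0181 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among NT males Meis2 ranged from 0.28 to 99.7 CPM and Cbln4 from 0.14 to 92.5 CPM. The mean of Cfap77 was at least 13.8-fold and that of Slc5a7 at least 116-fold higher in NT males, and both were highest in NT male 6112. Cfap77 had a median of 0.555 and a maximum of 11.4 CPM in NT males. NT male 6112 had 131 CPM of Slc5a7 and the other NT males at most 2.33 CPM. LOC100911498 on chromosome X (74324637 to 74342152) had 895 ± 160.0 CPM (SD, n = 5) in NT females and 0.0991 ± 0.113 CPM (SD, n = 7) in NT males. Acvr1c, Mir124-1 and Diras2 were higher in NT females, with log2 fold changes of -1.84, -1.81 and -1.76.
In LB, Eif2s3y and Ddx3 were at least 486-fold and 301-fold higher in males. Gpha2 and Fmod were also higher in LB males, with log2 fold changes of 2.21 and 2.02, Gpha2 with at most 22 counts in any LB animal. LOC100911498 was higher in LB females, with a log2 fold change of -9.11, although LB female 8023 had 4.22 CPM where the other LB females had at least 138 CPM, and LB male 123 had 7.67 CPM. Ush1g, Igf1r and Stk35 were higher in LB females, with a log2 fold change of -1.16 for Ush1g and -0.98 for Stk35, and Igf1r between these. With the meningeal score as a covariate, chosen after seeing the data, Gpha2, Fmod, Ush1g, Igf1r and Stk35 did not pass in LB, nor Meis2, Cbln4, Acvr1c, Mir124-1, Diras2, Cfap77 and Slc5a7 in NT. In LB this score was higher in every male than in every female, so it cannot be separated from sex there. With the title prefix as a random block only Eif2s3y and Ddx3 of all genes passed in NT, and of the genes named here only Eif2s3y, Ddx3 and Fmod passed in LB. Gpha2 and Ush1g each passed in LB in 17 of 27 fits that left out 1 animal, and Igf1r and Stk35 each in 21. The log2 fold changes in LB were 4.37 for Cckbr and 4.26 for Meis2, for which LB female 8021 lay above the other LB females. They were -1.73 for Shisa6, -1.64 for Mir384 and -1.57 for Kcna2. The adjusted p of Cckbr, Meis2, Shisa6, Mir384 and Kcna2 in LB lay between 0.0686 and 0.102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above the threshold, and with DESeq2 between 0.00383 and 0.0264. Over all settings that kept the 27 animals they ranged from 0.00383 to 1. Without LB female 8021 the log2 fold changes in LB were smaller in size for Shisa6 (-1.11), Mir384 (-1.44) and Kcna2 (-1.09). They were also smaller in size for Igf1r (-0.81) and Stk35 (-0.81), and larger for Cckbr (4.85) and Meis2 (5.33).

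**Figure D2:**
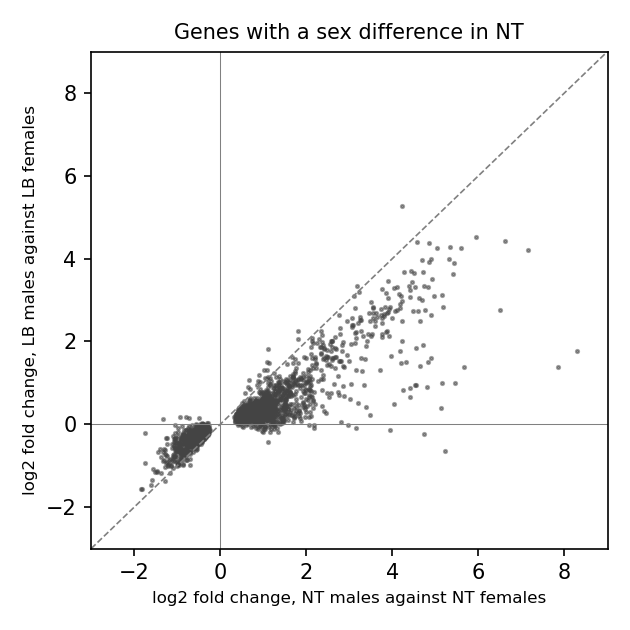
Log2 fold change of males against females in LB (vertical axis) and in NT (horizontal axis) for the 1837 genes called in NT, without Eif2s3y, Ddx3 and LOC100911498. Each point is a gene, and the median ratio of the LB to the NT value is 0.483.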

No significant treatment effects were observed for endocannabinoid- or cerebellar-related genes of interest within and between sex. However, five genes of interest as cannabinoid- or cerebellum-enriched genes (Fig. 5c) were significantly different between normally reared males and females: females exhibited higher mRNA levels for CB1R (*Cnr1*, 1.6-fold) and interleukin 6 receptor (*Il6r*, 1.8-fold). 

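A list of 45 endocannabinoid-, cerebellum- and stress-related genes was fixed for this comparison. Of these, 42 had enough counts for a test, 24 of them endocannabinoid-related. With p adjusted over all genes tested, 0 genes of the list passed the threshold over all animals, in males or in females. At an unadjusted p under 0.05 there were 3 genes of the list over all animals, 5 in males and 4 in females. With p adjusted over the list alone, 1 gene, Pcp4, passed over all animals (log2 fold change 0.51, standard error 0.126), and 0 genes passed in males or in females. Among the endocannabinoid-related genes the log2 fold changes ranged from -0.66 to 0.28 in males and from -0.29 to 0.72 in females. Their median size was 0.11 in males and 0.10 in females, below their median standard errors of 0.195 and 0.222. The smallest adjusted p of an endocannabinoid-related gene was 0.225 over all animals, 0.481 in males and 0.576 in females. Faah had at most 5 counts in any animal and was not tested, so a difference in Faah was not detectable with these counts. Whether depth, the annotation or the counting of reads left so few counts was not tested. For the interaction of sex and treatment 0 genes of the list passed and 6 had an unadjusted p under 0.05.

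**Figure D3:**
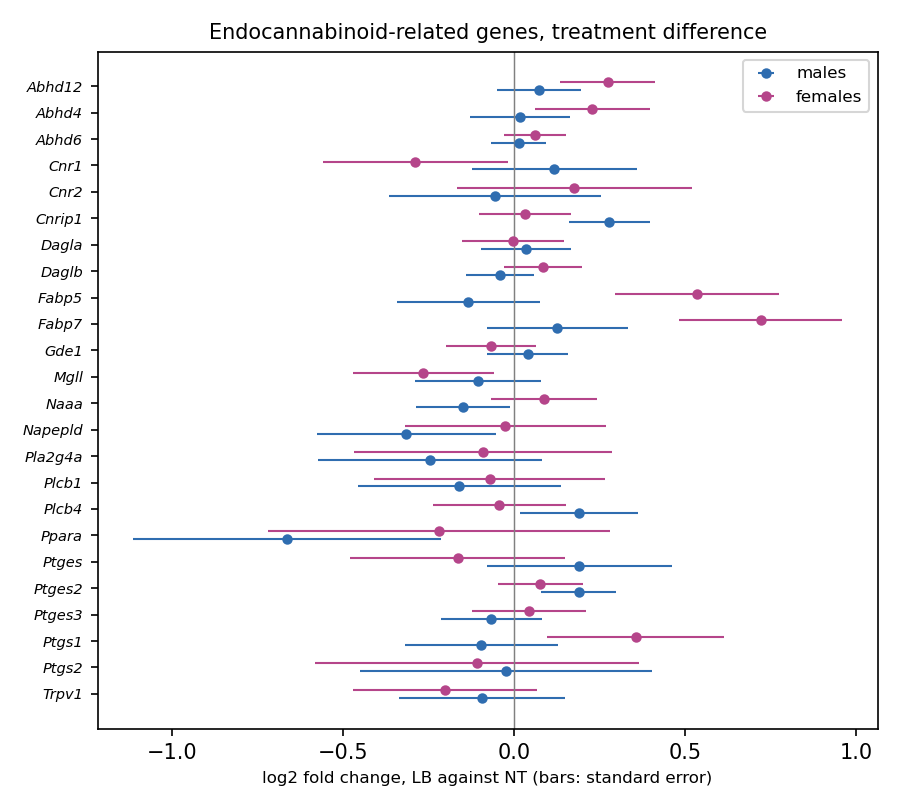
Log2 fold change of LB against NT with its standard error (bars) for the 24 endocannabinoid-related genes tested, in males and in females. The values lie between -0.66 and 0.72.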

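Cnr1 lies on chromosome 5 of rn6 (49311030 to 49333056, 2 exons). Its normalized count was 935 ± 113 CPM (SD, n = 5) in NT females, where NT female 2012 lay below the others, and 568 ± 204 CPM (SD, n = 7) in NT males. The log2 fold change was -0.72, 1.65-fold higher in females (standard error 0.27, adjusted p = 0.0669 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and did not pass the threshold. In NT 6 of 7 males were below every female for Cnr1. With only the NT animals in the model the adjusted p of Cnr1 was 0.0473, and with adjustment over the list alone 0.0340. With p adjusted over all genes tested, it ranged from 0.0395 to 0.912 over all settings that kept every animal of the comparison. Il6r (chromosome 2, 189205699 to 189254552, 10 exons) had 4.15 ± 0.392 CPM (SD, n = 5) in NT females and 7.47 ± 2.99 CPM (SD, n = 7) in NT males. Its log2 fold change was 0.85, 1.8-fold higher in males (standard error 0.268, adjusted p = 0.0352 from the same test), with 6 of 7 males above every female. The adjusted p of Il6r over all settings that kept every animal of the comparison ranged from 0.0116 to 0.673, under the threshold in 15 of 22 settings, and in 20 of 27 fits that each left out 1 animal.

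**Figure D4:**
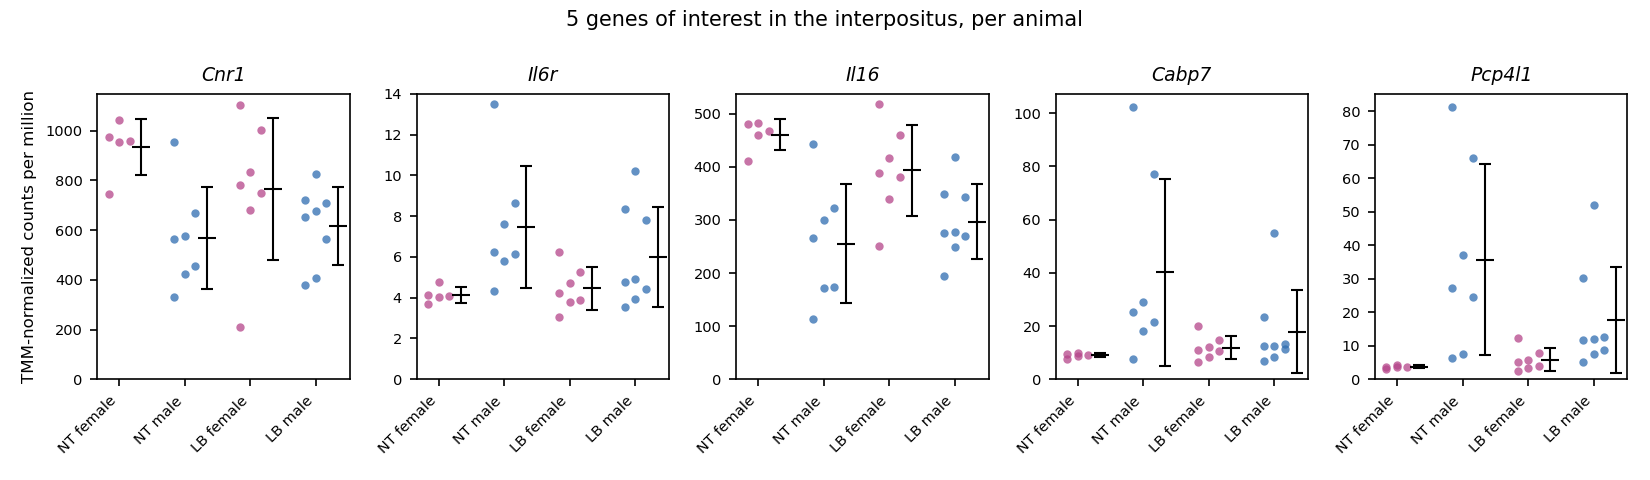
TMM-normalized counts in CPM of Cnr1, Il6r, Il16, Cabp7 and Pcp4l1 for each animal (points) in the 4 groups, with the group mean and SD. For Cnr1 6 of 7 NT males lie below every NT female, and for Il6r 6 of 7 lie above.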

Males exhibited higher mRNA levels for interleukin 16 (*Il16*, 1.8-fold), calcium binding protein 7 (*Cabp7*, 4.8-fold), and Purkinje cell protein 4-like 1 (*Pcp41l*, 9.7-fold). 

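Il16 (chromosome 1 of rn6, 145781928 to 145870912, 19 exons) had 460.5 ± 28.9 CPM (SD, n = 5) in NT females and 255 ± 112 CPM (SD, n = 7) in NT males. Its log2 fold change was -0.85, 1.8-fold higher in females (standard error 0.232, adjusted p = 0.0203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 6 of 7 males below every female. Cabp7 (chromosome 14, 84968125 to 84978236, 5 exons) had 8.99 ± 0.774 CPM (SD, n = 5) in NT females and 40.1 ± 35.3 CPM (SD, n = 7) in NT males. It was 4.47-fold higher in males (log2 fold change 2.16, standard error 0.531, adjusted p = 0.0139 from the same test), with 6 of 7 males above every female. Pcp4l1 (chromosome 13, 89542377 to 89565813, 3 exons) had 3.69 ± 0.43 CPM (SD, n = 5) in NT females and 35.8 ± 28.5 CPM (SD, n = 7) in NT males. It was 9.68-fold higher in males (log2 fold change 3.27, standard error 0.626, adjusted p = 0.00961 from the same test), with 7 of 7 males above every female. With a covariate for tissue composition, the difference of deep nucleus and granule cell marker scores, the adjusted p was 0.78 for Il16, 0.729 for Cabp7 and 0.657 for Pcp4l1. Over all settings that kept every animal of the comparison the adjusted p ranged from 0.00631 to 0.78 for Il16, from 0.000382 to 0.729 for Cabp7 and from 9.8e-07 to 0.657 for Pcp4l1.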

*Pcp41l* was also significantly higher (3.0-fold) in limited bedding males compared to limited bedding females.

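Pcp4l1 had 5.85 ± 3.37 CPM (SD, n = 7) in LB females and 17.6 ± 15.9 CPM (SD, n = 8) in LB males. It was 3.02-fold higher in LB males (log2 fold change 1.60, standard error 0.503, adjusted p = 0.121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the threshold. Of 8 LB males, 3 were above every LB female. With DESeq2 the adjusted p was 0.0283, and with adjustment over the gene list alone 0.0446. Over all settings that kept every animal of the comparison it ranged from 0.0283 to 1. The interaction of sex and treatment for Pcp4l1 had a log2 value of -1.68 (adjusted p = 1 from the same test).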

### Behavioral Assessment

Three blinded raters scored all behaviors, except rotarod performance, which was scored digitally via the apparatus. Mean scores from all three raters were computed and used in behavioral analyses. Inter-rater reliability was deemed acceptable, with an interclass correlation of >0.95 for each behavior scored.

*Novel Object Recognition (*Fig. 1C). A significant main effect of treatment group on discrimination ratio was observed, with limited bedding rats exhibiting decreased recognition memory (F(1,68) = 5.15, *p* = 0.026, ηp² = 0.070), though performance still indicated preference for the novel object. There was no main effect of sex and no sex-treatment interaction effect. There were no significant differences by sex or treatment group in exploration time (total time interacting with the objects).

*Social Preference (*Fig. 1D*)*. A trending main effect of treatment was observed (F(1,40) = 3.04, *p* = 0.089, ηp² = 0.071), likely due to significantly decreased social preference in females that underwent early-life stress compared to normally reared females (t(20) = 2.52, *p* = 0.020, d = 1.074). There was no main effect of sex or sex-treatment interaction effect. There were no significant differences by sex or treatment group in exploration time (total time interacting with the object and/or social partner).

*Rotarod (*Fig. 1E*)*. A significant main effect in latency to fall was observed between males and females (F(1,26) = 5.77, *p* = 0.024, ηp² = 0.182); specifically, males had a shorter latency to fall, likely attributed to weight differences making it more difficult for males to maintain balance on the dowels. No significant main effect was observed across treatment groups, as expected, and no sex by treatment interaction was present.

*Elevated Plus Maze (*Fig. 1F*)*. No main effects of sex or treatment group and no interaction effects were observed in time spent in the center, open, or closed arms. No differences were seen in open or closed arm entries. Low overall exploration values may reflect testing occurring within the animal’s light phase, which is when they are least active, but was consistent with other testing procedures in the current study^61^.

## Discussion

The current study is the first to our knowledge to investigate the impact of early-life stress on long-term cerebellar endocannabinoid tone in male and female rats. Notable are three major findings: (1) clear baseline sex-specific differences were observed in endocannabinoids and related lipids in a region-specific manner as well as in mRNA expression; (2) developmental stress caused sustained sex-specific changes to CNS endocannabinoid lipid tone with minimal long-term effects on mRNA; and (3) such stress impaired performance on novel object recognition and social preference.

First, baseline sex and region differences in endocannabinoid tone and mRNA expression were found, consistent with previous studies^30,62^. Though some studies have found sex differences in cortical mRNA expression^29^ or cerebellar regional protein differences in males only^22^, this study, for the first time to our knowledge, identified extensive baseline sex differences in cerebellum. 2-AG was decreased in males compared to females in cerebellar IP (Fig. 4) but increased in cerebellar cortex (Crus I; Fig. 3), whereas LEA was decreased in both regions in males. Within the IP specifically, mRNA expression was significantly different between males and females at baseline (no treatment groups) across a variety of gene systems, emphasizing the robust and broad effects of sex on neural systems.

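Of the genes called between NT males and NT females, 48 lay on chromosome X, 2 on chromosome Y and 1790 elsewhere. Marker genes of cell types differed as well before correction for the number of tests. The granule cell score, in log2 units centred over all animals, was -0.43 ± 0.55 (SD, n = 7) in NT males and 0.47 ± 0.06 (SD, n = 5) in NT females (exact two-sided permutation test, p = 0.00505). The microglia score was 0.28 ± 0.41 (SD, n = 7) in NT males and -0.43 ± 0.09 (SD, n = 5) in NT females (p = 0.00379 from the same exact test). After Benjamini-Hochberg adjustment over all score comparisons both p values were 0.101. The deep nucleus score ranged from -0.826 to 3.33 in NT males and from -0.754 to -0.499 in NT females. Of the NT males, 6 lay above every NT female and 1 below (p = 0.077 from the same exact test, adjusted p = 0.231). The share of interpositus tissue in each punch was not measured and may have differed between the groups. With the composition covariate 3 genes passed between NT males and NT females, namely Eif2s3y, Ddx3 and LOC100911498. From the difference in mRNA expression at baseline across a variety of gene systems, the paper states that the effects of sex on neural systems are robust and broad.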

Such baseline sex differences may cause exogenous cannabinoids to differentially affect the brain in males and females. This serves as a potential explanation for the key differences in outcomes of exogenous cannabinoid exposure in animal^63,64^ and human^65–67^ models and perhaps also reflects sex differences in use rates^25,66^ and adverse side effects^68,69^ in humans. Similarly, understanding regional differences in cannabinoids may help predict directional impacts on behaviors emerging from region-specific neural circuits. Thus, baseline differences in endocannabinoid tone, as well as previous work on receptor differences^25^, may together help make sense of differences in function, at the circuit and behavioral level.

Second, 2-AG was decreased in the cerebellar IP nucleus, but only in limited bedding males compared to normally reared males. A stress-induced rise in 2-AG during a critical developmental period may explain such a finding, resulting in a long-lasting downregulation of the endocannabinoid system to accommodate this new neuronal environment. In addition, a decrease in AA and a trending decrease in AEA was noted, suggesting that an upstream mechanism may be implicated in these effects. For example, down-regulation could be the function of a substrate imbalance, such as a decrease in phospholipids resulting in decreased overall endocannabinoid production. Although no mRNA changes for these enzymes were found, expressed protein or enzyme activity were not evaluated and, thus, this hypothesis cannot be ruled out.

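Between LB and NT males the log2 fold changes were 0.04 for Dagla (standard error 0.132) and -0.04 for Daglb (standard error 0.1), which synthesize 2-AG. They were -0.31 for Napepld (standard error 0.262), an enzyme of AEA synthesis, and -0.10 for Mgll (standard error 0.183), which breaks down 2-AG. The adjusted p of these enzymes ranged from 0.64 to 0.922 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Dagla had 109 ± 22.1 CPM (SD, n = 7) in NT males and 112 ± 13.5 CPM (SD, n = 8) in LB males, a difference smaller than the spread between animals. Mgll had 38.1 ± 11.6 CPM (SD, n = 7) in NT males and 35.4 ± 6.39 CPM (SD, n = 8) in LB males, also within the spread. Between LB and NT females the prostaglandin enzymes Ptgs1, Ptgs2 and Ptges had log2 fold changes of 0.36, -0.11 and -0.16, with adjusted p of 0.737, 0.955 and 0.894 from the same test. LB female 5022 had the lowest Ptgs2 of the LB females, with 12 counts. The direction in males was not stable for Dagla, Daglb, Mgll and Napepld, nor in females for Ptgs2 and Ptges, since at least 1 other setting gave the opposite sign for each.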

No endocannabinoid changes were observed in stressed compared to non-stressed females in the cerebellar IP nucleus, though stressed females did exhibit a significant increase in prostaglandin E_2_ (PGE_2_). PGE_2_ has been shown to increase cerebellar Purkinje cell arborization via estradiol production^70–72^. Estradiol- and PGE_2_-induced cerebellar Purkinje cell arborization may function as a neuroprotective mechanism in females, perhaps further explaining the limited behavioral impairments observed in females during stress paradigms^73–75^. Further, the increase in PGE_2_ suggests activation of cyclooxygenase (COX) enzymes, which may be related to an increase in pro-inflammatory cytokines, identified as a neural response to stress to activate microglia^72,76^. Similarly, the increase in *N-*acyl glycines in stressed females suggests a pro-inflammatory response, as *N-*acyl glycines have been implicated in microglial migration^76–78^. In fact, microglia have been identified as having a critical role in the sexual differentiation of the brain^79^.

Early-life stress induced the opposite sex-specific profile in the cerebellar cortex (Fig. 3) compared to the cerebellar IP nucleus (Fig. 4): 2-AG was downregulated in stressed *females* compared to control females in Crus I of cerebellar cortex, whereas in cerebellar IP, 2-AG was downregulated in stressed *males* compared to control males. Cerebellar behaviors, such as associative learning, require carefully coordinated communication between the cerebellum’s nuclei and cortex. Sex-specific differences in circuit coupling resulting from endocannabinoid regulation of neuronal activation may contribute to hypotheses of baseline and stress-effects on behavioral performance differences in cerebellar tasks, like eyeblink conditioning^47,80,81^. Understanding regional specificity within the cerebellum is critical, as extensive work has shown that distinct cerebellar cortical regions exhibit differential functional connectivity with cerebrum in humans and animals^52,82^. Though this study did not investigate differences across cortical regions, the question becomes increasingly important as we begin to understand more about how cerebellar signaling projects outwards through the deep nuclei to regulate cerebral signaling (cf.^51^) and consider the importance of transmitter systems, such as endocannabinoids, in modulating these processes.

Many studies looking at stress-related endocannabinoid changes have investigated the early effects of stress, finding increased 2-AG and decreased AEA^20,83,84^. Thus, the current findings do not preclude the possibility that an acute change in endocannabinoid tone occurred immediately after the stressor; rather, the current study may suggest that any changes taking place close to the occurrence of the stressor were not enduring in these regions. Such changes may not have been maintained due to the early development of the rat hippocampus and lack of continual stressors throughout the study^85^.

Like 2-AG, PGE_2_ showed a region-by-sex effect: upregulated in female cerebellar interpositus nucleus following stress but upregulated in stressed males in the hippocampus. As detailed above, such findings may relate to a potential pro-inflammatory response in male hippocampus following stress. Alternatively, these findings reinforce theories of foundational effects of stress on development and sexual differentiation of the brain^86^ particularly for males, further reflected by baseline regional and sex differences in the endocannabinoid system and transcriptomics generally.

By adulthood (P70), male rats having undergone stress exhibited an increase in basal systemic CORT, suggesting the stressor carries long-term effects. These findings are in line with a growing literature that males are more sensitive to stress throughout development due to sex-differences in the uterine environment^86^. In females, increased CORT was not observed, perhaps due to a resilience or compensatory mechanism contributing to female pups overcoming insults to the broader HPA system, but this resilience is lacking in the still-developing endocannabinoid system. In humans, changes in cortisol have been linked to differences in cannabis use^87^; the increased plasticity of the HPA system may explain sex-differences in exogenous cannabinoid use and effects.

Taken together, within a given neural region, stressed males exhibited a similar lipid profile to non-stressed females. Such relationships have been previously shown in the literature and lend support to changes in estrogen receptors, perhaps explaining this feminization of neural circuits susceptible to stress in the male brain^88^.

A third major finding is that early-life stress was associated with functional outcomes, particularly NOR performance, irrespective of sex. As shown in other studies of limited bedding^9^ or maternal separation^89,90^ and in the current study, rats that underwent limited bedding stress exhibited recognition memory deficits compared to controls. This was not the case for social preference, which was only impaired in stressed females in the current study. Other studies of early-life stress have shown that males are affected in social behavior later in life^91–95^. One reason for this discrepancy may be that Crus I stress-effects on lipids were specific to females. Interestingly, a recent study by Stoodley and colleagues^54^ found that right cerebellar Crus I disruption was related to social impairments in mice. Thus, cerebellar signaling disruption in females may have contributed to this behavioral phenotype.

### Limitations and Future Directions

Some key limitations should be addressed. First, the current findings are specific to bioactive lipid concentrations and have not yet been contextualized regarding changes in endocannabinoid- related protein expression or activity (i.e., receptor or enzyme, though major differences at the transcriptional level were not observed), though the transcriptomic data presented here will provide key insights into these pathways. Thus, the mechanistic pathway by which these endocannabinoid and prostaglandin changes have occurred is unclear and is a promising path for future inquiry. Such a question could be addressed by further analysis of the RNA data presented in this study and is highly recommended.

Second, although no changes in gross cerebellar integrity were observed via the rotarod task, the impacts these cerebellar changes may have on more refined cerebellar-mediated behaviors, such as eyeblink conditioning, remain unclear. The well-defined neural circuit involved in eyeblink conditioning has been shown to be impaired by other early-life stress paradigms^47,49^, involves endocannabinoids at many steps^96^, and is highly translatable to humans^97^, making it an optimal task to interrogate cerebellar- and cannabinoid-specific impacts of stress^24,98^. In addition to eyeblink conditioning, the cerebellum is gaining traction as an important node in cognitive processes. Tasks of spatial navigation, working memory, and cognitive flexibility are most notable (e.g., spontaneous/learned alternation, Morris water maze, set-shifting, discrimination learning, among others)^52^. Specifically, the Crus I area investigated in the current study has been implicated in evidence-accumulation decision making^53^ and autism spectrum-related behaviors such as social impairment^54^ in mouse models.

Third, neither estrous phase nor sex hormones were measured in this study. Excluding such measures may obscure the specific neurobiological mechanisms by which endocannabinoid and behavioral sex-differences arose. Though it has been shown that cerebellar endocannabinoids in particular do not change across the estrous cycle^30^, there is evidence in CNS that the endocannabinoid system is regulated by estradiol^62^. Namely, estradiol has a modulatory role on AEA degradation through FAAH downregulation^99^, neither of which were significantly aberrant in the current study within our limits of detection. The interaction of sex hormone and endocannabinoid pathways suggests that estrous phase or individual differences in sex hormones, such as estrogens, may impact endocannabinoid tone or vice versa. Similarly, CORT was measured at a single timepoint, the lower end of the circadian phase, which may have contributed to variability in measurement due to individual differences and exact time of day during the sampling window. Relatedly, it should be noted that systemic CORT is not a direct reflection of cerebellar CORT levels.

Finally, it cannot be assumed that these lipid changes are solely due to the stressor; in fact, it may be that the stressor caused neuronal remodeling that altered rodent behavior, leading subsequent environmental, physiological, and social factors to impact adult lipid signaling. Thus, continued work on proximal lipid effects of stress are key.

## Conclusions

The current study provides a necessary springboard to understand sex-specific, developmental vulnerability mechanisms conferred by stress, specifically those that provide long-lasting neural changes. With increased interest in the cerebellum’s role as a node of cognitive processing^10,100^ as well as its role in psychopathology, such as autism^101,102^ and schizophrenia^103^, this line of inquiry is timely and impactful. Understanding these sustained vulnerabilities may help reveal mechanisms of risk, including two-hit models of the effects of early stress and adolescent or adult cannabis use^21,64^, and may also contribute to better-informed animal models of exogenous cannabinoid effects.

## Supplementary information

Supplementary information.

# Supplementary material for: Long-Term Aberrations To Cerebellar Endocannabinoids Induced By Early-Life Stress
**Source:** Sci Rep. 2020 Apr 29;10:7236. doi: 10.1038/s41598-020-64075-4
**Supplement:** Supplementary file 1 — Supplementary information.

**SUPPLEMENTARY INFORMATION**

**for**

**LONG-TERM ABERRATIONS TO CEREBELLAR ENDOCANNABINOIDS INDUCED BY EARLY-LIFE STRESS**

**Authors**: Alexandra B. Moussa-Tooks, B.A.^1,2^, Eric R. Larson^1^, Alex F. Gimeno^1^, Emma Leishman, Ph.D.^1,2^, Lisa A. Bartolomeo, B.S.^1^, Heather B. Bradshaw, Ph.D.^1,2^, John T. Green, Ph.D.^3^, Brian F. O’Donnell, Ph.D.^1,2,4^, Ken Mackie, M.D.^1,2,5^, William P. Hetrick, Ph.D.^1,2,4^

**Running Title:** Early-life Stress and Cerebellar Endocannabinoids

1101 E. 10^th^ St.

Bloomington, IN

47405

*Key Words: limited nesting, cerebellum, early-life stress, endocannabinoids, vulnerability, sex-differences*

| **Supplementary Table 1: Crus/HVI Endocannabinoids** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Lipid Species** | **Male** | | **Female** | |  |
|  | **Normal**  **Rearing**  (N=8) | **Limited**  **Bedding**  (N=8) | **Normal**  **Rearing**  (N=6) | **Limited**  **Bedding**  (N=7) | ***p*-value*** |
| ***N*-acyl ethanolamine** |  |  |  |  |  |
| *N*-palmitoyl ethanolamine | 4.9E-10±  6.25E-11 | 5.52E-10±  2.86E-11 | 3.77E-10±  5.46E-11 | 4.64E-10±  5.94E-11 | NS |
| *N*-stearoyl ethanolamine | *2.41E-10±*  *3.97E-11* | 2.34E-10±  2.83E-11 | *1.21E-10±*  *2.52E-11* | 2.11E-10±  4.03E-11 | *0.028* |
| *N*-oleoyl ethanolamine | *2.1E-09±*  *3.28E-10* | 1.96E-09±  3.31E-10 | *1.03E-09±*  *2.09E-10* | 1.66E-09±  3.17E-10 | *0.027* |
| *N*-linoleoyl ethanolamine | *2.01E-11±*  *1.93E-12* | 1.72E-11±  1.58E-12 | *9.66E-12±*  *1.24E-12* | 1.45E-11±  1.78E-12 | *<0.001* |
| *N*-arachidonoyl ethanolamine | 1.79E-11±  2.91E-12 | 1.25E-11±  5.37E-13 | 1.58E-11±  2.34E-12 | 1.62E-11±  2.59E-12 | NS |
| *N*-docosahexaenoyl ethanolamine | 3.16E-11±  2.66E-12 | 3.06E-11±  9.74E-13 | 3.01E-11±  4.28E-12 | 3.04E-11±  4.26E-12 | NS |
| ***N*-acyl glycine** |  |  |  |  |  |
| *N*-palmitoyl glycine | *4.85E-11±*  *3.99E-12* | **4.68E-11±**  **3.65E-12** | *6.46E-11±*  *7.94E-12* | **6.09E-11±**  **2.64E-12** | *0.021*  **0.045** |
| *N*-stearoyl glycine | 1..45E-11±  9.22E-13 | 1.4E-11±  9.11E-13 | 1.5E-11±  1.19E-12 | 1.64E-11±  1.42E-12 | NS |
| *N*-oleoyl glycine | 4.35E-12±  5.74E-13 | 3.6E-12±  2.47E-13 | 3.19E-12±  3.06E-13 | 4.26E-12±  4.51E-13 | NS |
| *N*-linoleoyl glycine | 6.95E-13±  8.63E-14 | 8E-13±  1.73E-13 | 8.49E-13±  2.43E-13 | 7.63E-13±  1.39E-13 | NS |
| *N*-arachidonoyl glycine | 7.09E-12±  2.22E-13 | 5.83E-12±  8.92E-14 | 6.48E-12±  8.35E-13 | 6.23E-12±  7.1E-13 | NS |
| *N*-docosahexaenoyl glycine | *1.5E-12±*  *1.22E-13* | 1.61E-12±  3.09E-13 | *2.08E-12±*  *8.27E-14*♀ | 1.46E-12±  1.16E-13♀ | *0.005*  0.004♀ |
| ***N*-acyl taurine** |  |  |  |  |  |
| *N*-palmitoyl taurine | 1.25E-10±  8.87E-12 | 1.16E-10±  8.16E-12 | 1.22E-10±  3.31E-12 | 1.26E-10±  6.23E-12 | NS |
| *N*-stearoyl taurine | 1.08E-10±  7.84E-12 | 1.26E-10±  9.89E-12 | 1.34E-10±  1.32E-11 | 1.16E-10±  6.49E-12 | NS |
| *N*-oleoyl taurine | 2.55E-11±  2.25E-12 | 2.04E-11±  2.33E-12 | 2.2E-11±  3.83E-12 | 2.17E-11±  2.48E-12 | NS |
| *N*-arachidonoyl taurine | 2.05E-10±  1.65E-11 | 2.22E-10±  1.6E-11 | 2.06E-10±  1.61E-11 | 2.05E-10±  1.15E-11 | NS |
| **2-acyl glycerol** |  |  |  |  |  |
| 2-palmitoyl glycerol | 3.37E-09±  5.2E-10 | 4.41E-09±  1.04E-09 | 4.69E-09±  1.28E-09 | 2.91E-09±  4.66E-10 | NS |
| 2-oleoyl glycerol | 6.36E-09±  6.41E-10 | 6.29E-09±  5.2E-10 | 5.89E-09±  6.02E-10 | 4.88E-09±  5.23E-10 | NS |
| 2-linoleoyl glycerol | 6.48E-10±  3.42E-11 | **7.01E-10±**  **6.9E-11** | 6.31E-10±  8.07E-11 | **4.96E-10±**  **5.14E-11** | **0.020** |
| 2-arachidonoyl glycerol | *1.22E-09±*  *3.6E-11* | 1.29E-09±  6.91E-11 | *1.26E-09±*  *5.1E-11♀* | 1.09E-09±  1.18E-10♀ | *0.020*  0.002♀ |
| **Free Fatty Acids** |  |  |  |  |  |
| Oleic acid | 3.84E-10±  4.09E-11 | 4.13E-10±  3.95E-11 | 3.23E-10±  3.32E-11 | 3.33E-10±  4.55E-11 | NS |
| Linoleic acid | 6.07E-10±  4.26E-11 | **6.25E-10±**  **2.93E-11** | 5.11E-10±  6.17E-11 | **4.87E-10±**  **5.66E-11** | **0.047** |
| Arachidonic acid | 7.23E-09±  4.26E-10 | 8E-09±  4.43E-10 | 7.65E-09±  5.65E-10 | 7.48E-09±  6.51E-10 | NS |
| **Prostaglandins** |  |  |  |  |  |
| PGE_2_ | 9.54E-11±  7.62E-12 | 8.29E-11±  9.18E-12 | 8.18E-11±  6.88E-12 | 6.82E-11±  6.51E-12 | NS |
| PGF_2α_ | *1.66E-10±*  *1.34E-11* | 2.04E-10±  7.92E-12 | *2.25E-10±*  *1.81E-11* | 1.96E-10±  2.33E-11 | *0.017* |
| 6-ketoPGF_1α_ | BAL | BAL | BAL | BAL | -- |
| **Sample Mass** |  |  |  |  |  |
| Sample Mass | *0.02±1.12E-3* | 0.02±7.3E-4 | *0.02±2.1E-3* | 0.02±8.1E-4 | *0.001* |
| Data are moles per gram tissue and are shown as means ± SE. Values in light face have no significant difference among the groups. *Least Significant Difference corrected *p*≤0.05. *Italicized* values denote a significant sex effect for normally reared animals, whereas those in **bold** denote a significant sex effect for limited bedding animals; ♀=significant treatment effect for females, NS=Not Significant*.* BAL=Below Analytical Limits. | | | | | |

| **Supplementary Table 2: Interpositus Nucleus Endocannabinoids** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Lipid Species** | **Male** | | **Female** | |  |
|  | **Normal**  **Rearing**  (N=8) | **Limited**  **Bedding**  (N=8) | **Normal**  **Rearing**  (N=6) | **Limited**  **Bedding**  (N=7) | ***p*-value*** |
| ***N*-acyl ethanolamine** |  |  |  |  |  |
| *N*-palmitoyl ethanolamine | 2.81E-10±  3.18E-11 | 3.29E-10±  3.87E-11 | 3.13E-10±  4.37E-11 | 3.46E-10±  3.11E-11 | NS |
| *N*-stearoyl ethanolamine | 7.45E-11±  1.14E-11 | 7.31E-11±  7.65E-12 | 7.17E-11±  5.79E-12 | 9.10E-11±  1.31E-11 | NS |
| *N*-oleoyl ethanolamine | 2.25E-10±  2.86E-11 | 2.24E-10±  2.03E-11 | 2.10E-10±  2.37E-11 | 2.35E-10±  2.84E-11 | NS |
| *N*-linoleoyl ethanolamine | *2.93E-11±*  *2.86E-12* | 2.75E-11±  1.85E-12 | *2.03E-11±*  *2.02E-12* | 2.10E-11±  2.71E-12 | *0.020* |
| *N*-arachidonoyl ethanolamine | 1.47E-11±  1.60E-12 | 1.11E-11±  3.84E-13 | 1.10E-11±  1.00E-12 | 1.16E-11±  2.15E-12 | NS |
| *N*-docosahexaenoyl ethanolamine | 2.57E-11±  2.87E-12 | 2.29E-11±  1.79E-12 | 2.08E-11±  2.25E-12 | 2.25E-11±  2.36E-12 | NS |
| ***N*-acyl glycine** |  |  |  |  |  |
| *N*-palmitoyl glycine | 1.39E-11±  1.14E-12 | 1.29E-11±  1.53E-12 | 1.50E-11±  2.88E-12 | 1.81E-11±  1.98E-12 | NS |
| *N*-stearoyl glycine | 2.42E-12±  1.82E-13 | 2.41E-12±  4.29E-13 | 2.39E-12±  6.30E-13 | 3.24E-12±  4.56E-13 | NS |
| *N*-oleoyl glycine | 2.94E-12±  2.31E-13 | **2.47E-12±**  **1.74E-13** | 3.56E-12±  5.58E-13 | **3.65E-12±**  **5.59E-13** | **0.038** |
| *N*-linoleoyl glycine | 9.89E-13±  1.35E-13 | 8.34E-13±  1.65E-13 | 1.26E-12±  3.23E-13 | 1.01E-12±  1.12E-13 | NS |
| *N*-arachidonoyl glycine | 6.71E-12±  9.91E-13 | 5.69E-12±  4.78E-13 | 5.37E-12±  8.62E-13 | 6.62E-12±  1.47E-12 | NS |
| *N*-docosahexaenoyl glycine | 2.55E-12±  2.40E-13 | 2.01E-12±  1.92E-13 | 2.78E-12±  2.76E-13 | 3.47E-12±  5.52E-13 | NS |
| ***N*-acyl taurine** |  |  |  |  |  |
| *N*-palmitoyl taurine | 1.57E-10±  9.45E-12 | 1.51E-10±  7.65E-12 | 1.57E-10±  1.56E-11 | 1.44E-10±  7.70E-12 | NS |
| *N*-stearoyl taurine | 1.72E-10±  4.10E-12 | 1.82E-10±  1.39E-11 | 1.78E-10±  1.24E-11 | 1.89E-10±  1.26E-11 | NS |
| *N*-oleoyl taurine | 2.79E-11±  2.86E-12 | 3.49E-11±  5.21E-12 | 3.04E-11±  3.22E-12 | 3.59E-11±  4.54E-12 | NS |
| *N*-arachidonoyl taurine | *2.53E-11±*  *7.46E-12* | **2.53E-11±**  **7.42E-12** | *1.68E-11±*  *3.42E-12* | **1.59E-11±**  **5.18E-12** | *0.017*  **0.009** |
| **2-acyl glycerol** |  |  |  |  |  |
| 2-palmitoyl glycerol | 2.85E-08±  8.60E-09 | 2.92E-08±  1.11E-08 | 2.56E-08±  1.21E-08 | 4.05E-08±  1.67E-08 | NS |
| 2-oleoyl glycerol | 9.81E-09±  1.44E-09 | 7.79E-09±  9.90E-10 | 8.85E-09±  1.24E-09 | 9.65E-09±  1.62E-09 | NS |
| 2-linoleoyl glycerol | 9.45E-10±  1.14E-10 | 7.13E-10±  5.86E-11 | 7.95E-10±  7.76E-11 | 9.00E-10±  7.54E-11 | NS |
| 2-arachidonoyl glycerol | 1.49E-09±  1.65E-10♂ | **1.07E-09±**  **7.53E-11**♂ | 1.54E-09±  9.19E-11 | **1.80E-09±**  **8.97E-11** | 0.015♂  **<0.001** |
| **Free Fatty Acids** |  |  |  |  |  |
| Oleic acid | 2.69E-10±  2.41E-11 | 2.56E-10±  2.69E-11 | 2.24E-10±  1.51E-11 | 2.62E-10±  3.89E-11 | NS |
| Linoleic acid | *6.04E-13±*  *7.17E-14* | 4.44E-13±  6.41E-14 | *3.35E-13±*  *6.12E-14* | 2.70E-13±  4.90E-14 | *0.008* |
| Arachidonic acid | *4.35E-10±*  *2.05E-11*♂ | 3.58E-10±  2.28E-11♂ | *3.72E-10±*  *1.12E-11* | 3.34E-10±  2.38E-11 | *0.049*  0.011♂ |
| **Prostaglandins** |  |  |  |  |  |
| PGE_2_ | *8.93E-11±*  *6.77E-12* | **7.57E-11±**  **4.02E-12** | *6.56E-11±*  *7.07E-12*♀ | **9.93E-11±**  **9.35E-12**♀ | *0.026*  **0.024**  0.004♀ |
| PGF_2α_ | BAL | BAL | BAL | BAL |  |
| 6-ketoPGF_1α_ | 3.18E-11±  4.66E-12 | 3.72E-11±  4.04E-12 | 4.07E-11±  6.82E-12 | 4.79E-11±  7.83E-12 | NS |
| **Sample Mass** |  |  |  |  |  |
| Sample Mass | *0.02±5.03E-4* | **0.02±6.34E-4** | *0.02±9.30E-4* | **0.02±1.02E-3** | *0.020*  **0.001** |
| Data are moles per gram tissue and are shown as means ± SE. Values in light face have no significant difference among the groups. *Least Significant Difference corrected *p*≤0.05. *Italicized* values denote a significant sex effect for normally reared animals, whereas those in **bold** denote a significant sex effect for limited bedding animals; ♂️=significant treatment effect for males, ♀=significant treatment effect for females, NS=Not Significant*.* BAL=Below Analytical Limits. | | | | | |

| **Supplementary Table 3: Dorsal Hippocampus Endocannabinoids** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Lipid Species** | **Male** | | **Female** | |  |
|  | **Normal**  **Rearing**  (N=8) | **Limited**  **Bedding**  (N=8) | **Normal**  **Rearing**  (N=6) | **Limited**  **Bedding**  (N=7) | ***p*-value*** |
| ***N*-acyl ethanolamine** |  |  |  |  |  |
| *N*-palmitoyl ethanolamine | 5.62E-10±  7.69E-11 | 6.47E-10±  1.16E-10 | 3.55E-10±  4.5E-11 | 4.12E-10±  8.05E-11 | NS |
| *N*-stearoyl ethanolamine | 5.2E-11±  1.07E-11 | 7.91E-11±  9.59E-12 | 4.53E-11±  8.46E-12 | 5.16E-11±  1.16E-11 | NS |
| *N*-oleoyl ethanolamine | 6.36E-10±  4.76E-11 | 7.61E-10±  7.31E-11 | 4.73E-10±  3.82E-11 | 6.39E-10±  1.3E-10 | NS |
| *N*-linoleoyl ethanolamine | 1.07E-10±  1.29E-11 | 1.04E-10±  1.28E-11 | 8.61E-11±  1.26E-11 | 9.44E-11±  1.28E-11 | NS |
| *N*-arachidonoyl ethanolamine | 4.66E-11±  7.07E-12 | 4.21E-11±  5.11E-12 | 4.15E-11±  8.57E-12 | 4.81E-11±  7.18E-12 | NS |
| *N*-docosahexaenoyl ethanolamine | 3.83E-11±  4.87E-12 | 4.01E-11±  5.47E-12 | 3.1E-11±  5.29E-12 | 4.47E-11±  8.96E-12 | NS |
| ***N*-acyl glycine** |  |  |  |  |  |
| *N*-palmitoyl glycine | 1.15E-11±  6.07E-13 | 1.5E-11±  9.45E-13 | 1.4E-11±  2.27E-12 | 1.29E-11±  1.57E-12 | NS |
| *N*-stearoyl glycine | 6.75E-12±  4.34E-13 | 6.63E-12±  4.92E-13 | 6.85E-12±  5E-13 | 6.97E-12±  3.85E-13 | NS |
| *N*-oleoyl glycine | 5.28E-12±  3.47E-13 | 6.2E-12±  2.66E-13 | 5.57E-12±  3.36E-13 | 6.25E-12±  3.89E-13 | NS |
| *N*-linoleoyl glycine | 4.72E-13±  4.11E-14 | 5.97E-13±  5.08E-14 | 6.15E-13±  8.04E-14 | 5.81E-13±  9.82E-14 | NS |
| *N*-arachidonoyl glycine | 1.15E-11±  1E-12 | 1.15E-11±  8.6E-13 | 1.23E-11±  9.05E-13 | 1.35E-11±  1.65E-12 | NS |
| *N*-docosahexaenoyl glycine | 8.7E-13±  1.15E-13 | 1.02E-12±  1.27E-13 | 8.61E-13±  1.26E-13 | 1.28E-12±  3.05E-13 | NS |
| ***N*-acyl taurine** |  |  |  |  |  |
| *N*-palmitoyl taurine | 1.58E-10±  1.54E-11 | 1.55E-10±  2.04E-11 | 1.37E-10±  9.47E-12 | 1.46E-10±  1.85E-11 | NS |
| *N*-stearoyl taurine | 6.34E-11±  7.14E-12 | 7.23E-11±  6.43E-12 | 7E-11±  8.21E-12 | 7.16E-11±  8.72E-12 | NS |
| *N*-oleoyl taurine | 1.73E-11±  1.97E-12 | 1.85E-11±  2.48E-12 | 1.78E-11±  1.9E-12 | 1.63E-11±  2.27E-12 | NS |
| *N*-arachidonoyl taurine | 3.8E-11±  4.7E-12 | 3.75E-11±  5.66E-12 | 4.43E-11±  3.95E-12 | 3.83E-11±  4.49E-12 | NS |
| **2-acyl glycerol** |  |  |  |  |  |
| 2-palmitoyl glycerol | 6.56E-09±  1.06E-09 | 7.76E-09±  1.15E-09 | 4.65E-09±  7.35E-10 | 5.54E-09±  8.32E-10 | NS |
| 2-oleoyl glycerol | *1.4E-08±*  *2.24E-09* | 1.26E-08±  2.26E-09 | *7.33E-09±*  *1.26E-09* | 8.59E-09±  1.55E-09 | *0.029* |
| 2-linoleoyl glycerol | *9.55E-11±*  *6.97E-12* | **9.31E-11±**  **8.44E-12** | *5.05E-11±*  *4.97E-12* | **4.95E-11±**  **4.94E-12** | *<0.001*  **<0.001** |
| 2-arachidonoyl glycerol | *5.52E-10±*  *7.7E-11* | 4.39E-10±  7.76E-11 | *3.19E-10±*  *6.8E-11* | 3.3E-10±  5.33E-11 | *0.034* |
| **Free Fatty Acids** |  |  |  |  |  |
| Oleic acid | 4.8E-09±  4.75E-10 | 5.52E-09±  5.33E-10 | 4.5E-09±  7.6E-10 | 5.13E-09±  5.51E-10 | NS |
| Linoleic acid | 5.04E-10±  2.96E-11 | 5.63E-10±  4.11E-11 | 4.22E-10±  3.64E-11 | 4.91E-10±  3.59E-11 | NS |
| Arachidonic acid | 3.13E-09±  1.12E-10 | 3.46E-09±  1.87E-10 | 3.49E-09±  3.05E-10 | 3.5E-09±  1.88E-10 | NS |
| **Prostaglandins** |  |  |  |  |  |
| PGE_2_ | 1.98E-11±  1.54E-12♂ | 2.88E-11±  1.82E-12♂ | 2.47E-11±  1.6E-12 | 2.53E-11±  2.34E-12 | 0.001♂ |
| PGF_2α_ | *2.71E-11±*  *1.16E-12*♂ | 3.75E-11±  9.46E-13♂ | *3.21E-11±*  *2.53E-12* | 3.33E-11±  1.41E-12 | <0.001♂  *0.027* |
| 6-ketoPGF_1α_ | BAL | BAL | BAL | BAL | -- |
| **Sample Mass** |  |  |  |  |  |
| Sample Mass | 0.02±7.32E-4 | 0.02±1.24E-3 | 0.02±6.29E-4 | 0.02±6.72E-4 | NS |
| Data are moles per gram tissue and are shown as means ± SE. Values in light face have no significant difference among the groups. *Least Significant Difference corrected *p*≤0.05. *Italicized* values denote a significant sex effect for normally reared animals, whereas those in **bold** denote a significant sex effect for limited bedding animals; ♂=significant treatment effect for males, NS=Not Significant*.* BAL=Below Analytical Limits. | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

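Messenger RNA was sequenced from cerebellar interpositus punches of 27 rats in 4 groups: 5 NT females, 7 NT males, 7 LB females and 8 LB males. Each column of the table was matched to its animal by the sample title, and the groups were taken from the sample labels. Sample titles serve as animal numbers.

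The authors aligned the reads to the rn6 rat genome with STAR and counted them on genes with featureCounts, as the column names of the table show, and deposited raw counts for 17321 genes, without normalization, with gene coordinates and exon lengths. The text of the paper does not name the versions, the annotation release or the treatment of strand and of reads that map to several places. Counts of genes that share sequence or exons with another gene are therefore less certain. LOC100911498 shares 190 bases of exon with LOC680227 and Gpha2 shares 4 bases with Ppp2r5b.

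From the raw counts, differential expression was computed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), which left 12107. Library sizes were normalized by the TMM method, dispersions were estimated with the robust option, and 1 quasi-likelihood model with the 4 groups was fitted to all animals with a prior count of 0.125. Males were compared with females over all animals, in NT and in LB, and LB with NT over all animals, in males and in females, and the interaction was tested. P values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic.

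Total counts per animal ranged from 11836684 to 24169170 (median 16034036). A gene was taken as detectable from 3 counts, on average 0.169 CPM in NT females and 0.205 CPM in NT males. Floors cover counting error only. The gene with the most counts took at most 3.48% of the counts of any animal. Among 80 pairs of animals within a group 0 had identical counts, and the lowest chi-square per degree of freedom was 8.45. The model was tested on simulated data in which 200 of 12107 genes were changed by a log2 value of 1. It recovered 70% of them between NT males and females, 75% between LB males and females, 78% between LB and NT males and 71% between LB and NT females. The share of false calls was 4.76%, 0.662%, 3.7% and 3.4%. The simulated animals were independent, without differences by title prefix or in tissue composition. These shares therefore do not cover false calls that such differences would cause in the real data.

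Genes were named by a rule. It covers every gene the paper names in its mRNA results or Fig. 5, genes past the threshold in a treatment difference or the interaction (at most 5 each), and the 4 largest log2 fold changes in each direction past the threshold in the NT and LB sex differences. It also covers genes used to check the sex labels and a set of enzymes and receptors of the endocannabinoid system. Pcp4 falls outside the rule and was named after its values were seen. Marker scores are the mean over marker genes of the log2 of CPM plus 0.5, centred over all animals, and were compared by exact two-sided permutation tests. The lists of meningeal and motor nucleus marker genes were written after the data had been seen.

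The alternatives were DESeq2 1.42.0 and limma-voom (limma 3.58.1), library size alone or upper-quartile normalization, a filter of 10 counts in every animal (10786 genes), no filter but 1 count over all animals (15089 genes), and the 11865 genes with the highest mean. Further alternatives were models with only the groups compared or without the other factor, a block for animals whose titles share all but the last digit (consensus correlation 0.17), 2 surrogate variables (sva 3.50.0), a covariate for tissue composition, a prior count of 2, adjustment over the gene list alone, and leaving out each animal in turn. A further 10 settings were chosen after seeing the data: the likelihood ratio test of edgeR and the quasi-likelihood test without the robust option, each with 3 gene filters, a filter of 0.5 CPM in 14 animals (11793 genes), and covariates for forebrain marker genes, for meningeal marker genes and for transcript length. The likelihood ratio test and the added filter were tried once the number of genes was seen to differ from that in the paper. Ranges and counts over settings for single genes leave out adjustment over the gene list alone.

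The reference table of gene names was used for names only. Lipid, corticosterone and behavioural measurements were not analysed here.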

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

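The tests of explanations for single animals and for Itgb4 were chosen only after the results were seen. An animal is listed when the gap between it and the nearest animal of its group, divided by the range of the group, was above the 95% critical value of Dixon's ratio. For genes this ratio was computed on the log2 scale used for the marker scores, whereas the values printed below are CPM. The ratios of genes therefore cannot be recomputed from the printed CPM directly. For total counts, the share of the top gene and the scores, the ratio was computed on the values as printed. Of 204 groups of values examined, 24 had a listed animal, where chance gives about 10.2. The choices of comparisons, genes and most marker lists were made before the data were examined. The only biological explanation tested for a single animal was a single X chromosome in LB female 8023.

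LB female 5022 accounted for 8 of these. Its share of counts in the top gene was 2.85% against 0.579 to 1.13% in the others, ratio 0.758. Cnr1 was 211 CPM against 679.7 to 1105 CPM in the others, ratio 0.706, and Ptgs2 was 0.685 CPM against 5.27 to 17.1 CPM in the others, ratio 0.587. Daglb was 79.1 CPM against 49.5 to 58.6 CPM in the others, ratio 0.642, and Cfap77 was 0.628 CPM against 0 to 0.104 CPM in the others, ratio 0.768. The granule cell score was -0.433 against 0.119 to 0.456 in the others, ratio 0.622, and the oligodendrocyte score was 0.804 against -0.491 to -0.0654 in the others, ratio 0.671. The difference of deep nucleus and granule cell scores was 0.588 against -1.13 to -0.435 in the others, ratio 0.596. Its total of 19942764 counts goes against a shallow library, and against a mislabelled male go 2 counts of Eif2s3y and Ddx3 together. Its score of long against short transcripts was -0.658, below the other LB females (-0.0768 to 0.541). A loss of long transcripts in this sample may therefore explain part of the pattern, and so may a different tissue composition, from which it cannot be told apart.

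In NT male 3113 Eif2s3y was 28.6 CPM against 85.3 to 113 CPM in the others, ratio 0.796, and Ddx3 was 13 CPM against 74 to 104 CPM in the others, ratio 0.833. Its total was 18296197 counts, within the range of the other NT males. LOC100911498 had 3 counts, which goes against reads of a female sample. Its score of long against short transcripts was -0.348, below the other NT males (-0.185 to 0.242), so a loss of long transcripts may have contributed.

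In NT male 6112 Slc5a7 was 131 CPM against 0.2 to 2.33 CPM in the others, ratio 0.733, Shisa6 was 12 CPM against 1.91 to 4.2 CPM in the others, ratio 0.594, and the midbrain score was 1.34 against -0.241 to 0.0129 in the others, ratio 0.839. A score of other motor nucleus genes, of which 5 of 6 could be used, was 2.43 in this animal and at most 1.04 in the other animals. A candidate explanation is tissue of a motor nucleus in the punch.

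In LB female 8023 LOC100911498 was 4.22 CPM against 138 to 899.9 CPM in the others, ratio 0.643. Against a mislabelled male go 0 counts of Eif2s3y and Ddx3 together, and against a shallow library a total of 16009917 counts. Genes of chromosome X lay at a median position of 1.11 on a scale from the male level (0) to the level of the other LB females (1). The other LB females ranged from -0.506 to 4 on such a scale, which therefore does not separate the sexes. Eif2s3 on chromosome X, which escapes X inactivation, was 206 CPM in LB female 8023, below every LB male (210 to 272 CPM), while the other LB females had 244 to 416 CPM. In NT every female (340 CPM or more) was above every male (278 CPM or less) for this gene. A value at the level of males is predicted by a single X chromosome, although 1 other LB female, 5022, was also within the range of LB males. Ddx3x did not separate the sexes in NT, and Kdm6a and Kdm5c are not in the count table, so the test rests on 1 gene. A single X chromosome in LB female 8023 is a hypothesis, and the low value cannot be told apart from it. In LB male 123 LOC100911498 was 7.67 CPM against 0 to 0.37 CPM in the others, ratio 0.802. Eif2s3y and Ddx3 had at most 3 counts in any female library, which measures reads of males in female libraries and not the reverse, so whether reads of female libraries entered this male library was not tested, and the value cannot be told apart from it.

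No test of an explanation was run for the other animals. Total counts of LB male 7122 were 24169170, ratio 0.686. Cnr1 in NT female 2012 was 744 CPM against 957 to 1043 CPM in the others, ratio 0.745. Ddx3 in LB female 8022 had 2 counts and the other LB females 0, ratio 1, which is below the smallest level taken as detected. Meis2 in LB female 8021 was 3.48 CPM against 0.0543 to 0.796 CPM in the others, ratio 0.569, and its midbrain score was -0.298 against -0.165 to -0.145 in the others, ratio 0.871. The choroid plexus score of LB male 122 was 0.636 against -0.789 to -0.135 in the others, ratio 0.541. In NT female 1013 the deep nucleus score was -0.754 against -0.551 to -0.499 in the others, ratio 0.798, and its difference from the granule cell score was -1.31 against -1 to -0.882 in the others, ratio 0.712. The hindbrain Hox score of NT female 1013 was -0.00836 against -0.0522 in the others, ratio 1, from 4 of 6 listed genes.

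Itgb4, which the paper does not discuss, was lower in LB females than in NT females with a log2 fold change of -2.55 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.000264). The ratio of the median totals of LB to NT females was 0.965, which goes against a difference in depth. With the transcript length score as covariate the adjusted p was 0.0015, and over all settings that kept every animal of the comparison it ranged from 7.63e-10 to 0.0256. All 7 LB females, from both title prefixes, were below every NT female. With 2 prefixes in LB females and 2 in NT females, a difference between prefixes cannot be excluded. Meningeal marker genes were lower in LB females (one-sided exact permutation test, p = 0.0152), from a list written after the data were seen. Between NT males and NT females the difference in the score was 0.283 (exact two-sided permutation test, p = 0.0316, adjusted p = 0.171) and the log2 fold change of Itgb4 0.14. Between LB and NT males the score did not differ (difference 0.00775, p = 0.932 from the same exact test), and the log2 fold change of Itgb4 was -0.85 (adjusted p = 0.462 from edgeR). With the meningeal score as a covariate the log2 fold change of Itgb4 in females was -2.00 and the adjusted p 0.0117. The lower Itgb4 is therefore not fully explained by less meningeal tissue in the punches of LB females, although a part of it cannot be told apart from that, and a lower expression after limited bedding remains a hypothesis.

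The meningeal score was also higher in LB males than in LB females, by 0.595 on the log2 scale (exact two-sided permutation test, p = 0.000155, adjusted p = 0.0093 over 60 comparisons), with 8 of 8 males above every female. Whether this reflects the dissection or the animals was not tested.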

How the results depend on the processing

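The likelihood ratio tests, the added filter, the fits without the robust option and the covariates for forebrain, meninges and transcript length were chosen only after the results were seen. No paired analysis was possible because every replicate number occurs in only 1 group. The cause was not tested for any of the changes below.

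The count for the sex difference over all animals, 3546, and the NT count, 1840, stayed within 1.5 times under DESeq2, limma-voom, both other normalizations, the other gene filters and the likelihood ratio tests. The interaction count was 0 under every setting that kept all animals, with 570 genes at an unadjusted p under 0.05. With upper-quartile normalization 77% of the NT genes were higher in males, against 1225 of 1840 genes with TMM. The share in NT was 49.5% with limma-voom, 47.5% with surrogate variables, 61.3% with library size alone and 75.1% without a filter, so the larger number of genes higher in males was lost with limma-voom and with surrogate variables. With DESeq2 59.6% of the LB genes were higher in males, against 25 of 30, and with surrogate variables 49.6%. Over all animals 2050 of 3546 genes were higher in males with TMM. This share was 47.2% with the block for title prefixes, 51.8% with library size alone and 52.0% with surrogate variables. With upper-quartile normalization it was 66.7%.

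DESeq2 gave 408 genes for the LB sex difference, 5, 3 and 6 for treatment over all animals, in males and in females, and overlaps of 278, 3 and 3. Limma-voom gave 3 genes for treatment in females. Leaving sex out of the model gave 0 genes for treatment over all animals, where 1804 had an unadjusted p under 0.05 with sex in the model. The block for title prefixes gave 1029, 2 and 4 genes for the sex differences over all animals, in NT and in LB, an NT and LB overlap of 2 and a female treatment overlap of 0. With 2 surrogate variables the NT and LB counts were 3153 and 522 and their overlap 338. With the composition covariate the counts over all animals and in NT were 7 and 3, and the overlap was 3. Adjustment over the gene list alone gave 1 treatment gene in place of 0.

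Among the settings chosen after seeing the data, the likelihood ratio test gave 298 genes for the LB sex difference, 5, 5 and 6 for treatment over all animals, in males and in females, and overlaps of 196, 5 and 3. With as many genes as the paper evaluated, those of highest mean, it gave 283 genes for the LB sex difference, 5, 5 and 5 for treatment over all animals, in males and in females, and overlaps of 187, 5 and 2. With the filter of 0.5 CPM it gave 253 genes for the LB sex difference, 5, 4 and 5 for treatment over all animals, in males and in females, and overlaps of 162, 4 and 2. The forebrain covariate gave 2304 genes for sex over all animals, 13 in LB, 2 for treatment over all animals and an NT and LB overlap of 8. The transcript length covariate gave 2024, 1129 and 14 genes for sex over all animals, in NT and in LB, and an overlap of 6. The meningeal covariate gave 3, 23 and 3 genes for sex over all animals, in NT and in LB, an NT and LB overlap of 3 and a female treatment overlap of 0.

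Across the 27 fits that each left out 1 animal, the counts ranged from 2778 to 5132 for sex over all animals, 736 to 2740 in NT and 12 to 1046 in LB. For treatment they ranged from 1 to 330 over all animals, 0 to 0 in males and 1 to 7 in females, and for the interaction from 0 to 1. The overlaps ranged from 6 to 646, 0 to 0 and 1 to 3, and the treatment genes of the fixed list from 0 to 1. The highest LB count came without LB female 5022 and the highest treatment count over all animals without LB female 8021.

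For the named genes, 1102 of 1259 comparisons with another setting kept their direction and side of the threshold, 86 were weaker, 53 stronger and 18 reversed. The NT log2 fold change of Gpha2, -0.02, reversed to 0.0324 with upper-quartile normalization, 0.00242 without a filter, 0.0303 with surrogate variables, 0.955 with the composition covariate and 0.000657 with the forebrain covariate. Cnr1 in LB reversed to 0.137 with the transcript length covariate. For treatment in males, the composition covariate reversed Cnr1 to -0.171, Dagla to -0.0508 and Daglb to 0.0185. Surrogate variables reversed Mgll in males to 0.0306, Napepld in males to 0.00549 and Ptgs2 in females to 0.0321. The transcript length covariate reversed Napepld in males to 0.0587 and Ptgs2 in females to 0.216. The meningeal covariate reversed Fmod in NT to -0.302, Slc5a7 in LB to -1.66, and in females Ptgs2 to 0.0479 and Ptges to 0.202. With 1 animal left out, Gpha2 in NT ranged from -0.33 to 0.37, Dagla in males from -0.027 to 0.112 and Ptgs2 in females from -0.35 to 0.10. None of these reversed values passed the threshold.

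Counting error limits the genes with few counts. Faah, with at most 5 counts in any animal, could not be tested, and the cause of its few counts is not known.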

Differences from the paper's values

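A gap is called closed when the value was within 1.5 times of the paper's in either direction. For the sex difference in LB the count was 30 genes against the paper's 260. None of the alternatives set before the data were examined closed the gap, and some exceeded the paper's value: DESeq2 gave 408 genes, surrogate variables 522 and leaving out LB female 5022 1046. The likelihood ratio test, chosen after seeing the values, gave 298, 283 and 253 genes with its 3 gene filters. The genes shared by the NT and LB sex differences numbered 14 against the paper's 169. None of the alternatives set before the data were examined closed this gap either, since DESeq2 with 278, surrogate variables with 338 and leaving out LB female 5022 with 646 exceeded the paper's value and the others stayed below it. The likelihood ratio test, chosen after seeing the values, gave 196, 187 and 162.

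Treatment over all animals gave 1 gene against the paper's 2. Of the alternatives set before the data were examined, leaving out LB female 8023 gave 3 and no other closed the gap, while DESeq2 with 5 and leaving out LB female 8021 with 330 exceeded the paper's value. The likelihood ratio test, chosen after seeing the values, also exceeded it, with 5 genes under each filter. The forebrain covariate, chosen after seeing the values, gave 2. In males treatment gave 0 genes, with 1211 at an unadjusted p under 0.05, against the paper's 5. None of the alternatives set before the data were examined closed the gap, and the likelihood ratio test, chosen after seeing the values, gave 5, 5 and 4. The number of male treatment genes that also differed by sex in NT was 0 against the paper's 5. None of the alternatives set before the data were examined closed it, and the likelihood ratio test, chosen after seeing the values, gave 5, 5 and 4.

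In females treatment gave 1 gene against the paper's 4. Of the alternatives set before the data were examined, DESeq2 with 6 and limma-voom with 3 closed the gap and the others did not, leaving out LB female 8021 exceeding the paper's value with 7. The likelihood ratio test, chosen after seeing the values, gave 6, 5 and 5. The number of female treatment genes that also differed by sex in LB was 1 against the paper's 2. DESeq2 with 3 and leaving out LB female 8021 with 3, both set before the data were examined, closed this gap and the other such alternatives did not. With the likelihood ratio test, chosen after seeing the values, it was 3, 2 and 2.

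The fold of females over males for Il6r in NT was 0.555 against the paper's 1.8, and the fold of males over females for Il16 was 0.555 against the paper's 1.8. None of the alternatives, set before the data were examined or added, closed either gap. The text of the paper places Il6r higher in females and Il16 higher in males, whereas Fig. 5c shows Il6r higher in males and Il16 higher in females, the directions found here.

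The paper calls Cnr1 different between NT males and NT females, where the adjusted p here was 0.0669. Of the alternatives set before the data were examined, it passed with only the NT animals (0.0473) and with surrogate variables (0.0395). It also passed with adjustment over the gene list alone (0.0340), without NT male 3112 (0.0228) and without LB female 5022 (0.0175), likewise set beforehand. The likelihood ratio test, chosen after seeing the values, called it as well (0.0467, 0.0472 and 0.0482). With p adjusted over all genes tested, it ranged from 0.0395 to 0.912 over all settings that kept every animal of the comparison.

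The paper calls Pcp4l1 higher in LB males, where the adjusted p here was 0.121. It passed with DESeq2 (0.0283), with adjustment over the gene list alone (0.0446) and without LB female 5022 (0.0373), all set before the data were examined. It also passed with the likelihood ratio test with 2 of its 3 filters (0.0472 and 0.0479), chosen after seeing the values. Over all settings that kept every animal of the comparison it ranged from 0.0283 to 1.

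Fig. 5b lists Meis2, Cckbr, Shisa6, Mir384 and Kcna2 among the largest significant differences in LB. Here their adjusted p was 0.0798, 0.102, 0.0686, 0.0877 and 0.0858. Of the settings fixed before the data were examined, DESeq2 (0.00383, 0.0155, 0.00554, 0.0264 and 0.0109) and leaving out LB female 5022 (0.0391, 0.0487, 0.02, 0.0212 and 0.0121) called all of them. Surrogate variables called Meis2 (0.0449), Shisa6 (0.018) and Kcna2 (0.034). Leaving out LB male 7121 called Meis2 (0.0492), leaving out LB female 5023 or NT male 6112 called Shisa6 (0.0433 and 0.0356), and leaving out NT male 4111 called Mir384 (0.049). The likelihood ratio test, chosen after seeing the values, called all of them with the main filter (0.011, 0.0318, 0.0104, 0.0195 and 0.016) and with as many genes as the paper evaluated. With the filter of 0.5 CPM, also chosen after seeing the values, it called Meis2, Shisa6, Mir384 and Kcna2. Over all settings that kept every animal of the comparison the adjusted p of the genes ranged from 0.00383 to 1. The largest differences past the threshold here were instead those of Gpha2 (2.21) and Fmod (2.02) toward males, beside the Y-linked genes, and of Ush1g (-1.16), Igf1r (standard error 0.198) and Stk35 (-0.98) toward females, beside LOC100911498.

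Fig. 5b gives Meis2 and Cbln4 the largest differences toward NT males after the Y-linked genes. Here the log2 fold changes of Cfap77 (8.28) and Slc5a7 (7.85) were larger than those of Meis2 (5.59) and Cbln4 (5.44). NT females were at or under 3 counts for Cfap77 and Slc5a7, so that the folds of the group means are lower bounds, 13.8 and 116. Both genes were highest in NT male 6112, without which the log2 fold change was 6.78 for Cfap77 and 3.53 for Slc5a7. The order of Cfap77 against Meis2 and Cbln4 is therefore not decided, since only a lower bound was measured. The higher place of Slc5a7 rests on NT male 6112.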

Other observations

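The tests on forebrain tissue, on meningeal tissue, on long transcripts and on the difference between the NT and LB counts were chosen only after the results were seen.

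Each comparison was set against 100 splits of the same animals into groups of the same sizes, the real split included. As many genes past the threshold were found in 1 split for sex over all animals, in 2 splits for sex in NT and in 1 split for sex in LB. For treatment they were found in 2 splits over all animals and in 2 splits in females, where 1 gene passed in each comparison. The 1804 and 961 genes at an unadjusted p under 0.05 in these comparisons were reached in 7 and 18 of the 100 splits. For treatment in males and for the interaction, where 0 genes passed, the 1211 and 570 genes at an unadjusted p under 0.05 were reached in 32 and 39 of the 100 splits. The counts for treatment in males and for the interaction are therefore no larger than a random split often gives.

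Splits that kept animals with a shared title prefix together numbered 10 in each treatment, too few for a share under 0.05. In NT 2 of them gave as many genes as the split by sex, the other being NT males 3111, 3112, 3113, 6111 and 6112 against the rest with 1891 genes. In LB 3 of them did, the others being LB males 7121 and 7122 with LB females 8021 to 8024 against the rest with 1751 genes and LB males 121 to 123 and 9121 to 9123 against the rest with 138 genes. Each prefix holds 1 sex and 1 treatment, with 2 or 3 prefixes in each condition, and its meaning is not stated. The paper assigned limited bedding to whole cages and later housed pups in cages of 1 sex and 1 treatment. If the prefixes stand for cages, animals of a prefix are not independent, whereas the main test took all animals as independent. With the prefix as a random block 1029 genes passed for the sex difference over all animals, 2 in NT and 4 in LB, all of them among those without it. The differences of the other genes cannot be told apart from differences between prefixes.

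Tissue composition may contribute to the sex difference in NT. With the composition covariate 3 genes passed in NT, while in LB 30 passed, of which 26 were the same genes as without it. The smallest adjusted p of a marker score between NT males and females was 0.101 over 60 comparisons (exact permutation tests), so no score differed after correction. The sex difference in NT cannot be told apart from a difference in tissue composition, which may itself differ by sex or by dissection.

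Forebrain marker genes were high in some males. The forebrain score was 3.89 in NT male 6111, 3.29 in NT male 3113 and 3.16 in LB male 122, and at most 0.133 in any female. A hypothesis is that some punches held forebrain tissue or RNA. With the score as covariate 1358 genes passed in NT, 1169 of them the same as without it, and the score did not differ between NT males and females (exact permutation test, p = 0.249), which goes against this as the explanation of the NT count. In LB 13 genes passed, 12 of them among the 30 without it. The differences of these genes are not fully explained by the score, and those of the genes that no longer passed cannot be told apart from it. Of Meis2, Cbln4, Cckbr, Pcp4l1 and Cabp7 in NT, 4 still passed with the covariate, the exception being Cckbr (log2 fold change 1.90, adjusted p = 0.122 from edgeR). Over all settings that kept every animal of the comparison the adjusted p of Cckbr in NT ranged from 0.00331 to 0.763.

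Loss of long transcripts in some samples could also contribute. With the score of long against short transcripts as covariate 1129 genes passed in NT and 14 in LB, of which 842 and 13 were the same genes as without it. The score differed between NT males and females by -0.281 (exact permutation test, p = 0.0202, adjusted p = 0.145) and between LB males and females by -0.227 (p = 0.142 from the same exact test), neither past the threshold after correction. The differences of the genes that still passed are not fully explained by this, and those of the genes that no longer passed cannot be told apart from it.

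With the meningeal score as a covariate 23 genes passed in NT and 3 in LB. In LB the score of 8 of 8 males was above that of every female, so that sex and this score cannot be separated there.

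The NT count exceeded the LB count by 1810 genes. When the treatment labels were split at random among males and among females, 23 of 100 splits gave a difference as large in either direction, the real split included. The larger count was in the group labelled NT in 3 of these splits and in the group labelled LB in 20. The test was on the size of the difference, and a test in the observed direction alone was not set in advance. For single genes the interaction of sex and treatment had 0 genes past the threshold and 570 at an unadjusted p under 0.05.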
